# Deciphering the role of RNA in regulating CTCF’s DNA binding affinity in leukemia cells

**DOI:** 10.1186/s13059-025-03582-x

**Published:** 2025-05-12

**Authors:** Judith Hyle, Wenjie Qi, Mohamed Nadhir Djekidel, Wojciech Rosikiewicz, Beisi Xu, Chunliang Li

**Keywords:** CTCF, RNA, Transcription, Auxin-inducible degron, Chromatin accessibility

## Abstract

**Background:**

CTCF, a highly studied transcription factor, is essential for chromatin interaction maintenance. Several independent studies report that CTCF interacts with RNAs in vitro and in cells. Yet continuous debates about the authenticity of the RNA-binding affinity of CTCF and its biological role remain in large part due to limited research techniques available, such as CLIP-seq.

**Result:**

Here, we investigate RNA’s role in CTCF’s transcription factor function through its chromatin occupancy. To systematically explore whether RNAs affect CTCF’s ability to bind DNA, we perturb CTCF-RNA interactions by three independent approaches and examine CTCF genome occupancy by ChIP-seq. Although RNase A and triptolide treatment each affect a certain number of CTCF-binding peaks, few peaks overlap between treatment groups indicating the effect of RNA in regulating CTCF’s DNA binding affinity is variable between loci. In addition, limited transcriptional or chromatin accessibility changes occur between cells expressing wild-type CTCF or CTCF lacking the RNA binding region.

**Conclusion:**

Our data provide a complementary approach and in silico evidence to consider the significance of RNA affecting CTCF’s DNA binding affinity globally.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-025-03582-x.

## Background

CTCF is a zinc finger (ZF)-containing transcription factor (TF) that plays essential roles in chromatin looping maintenance, transcription repression and activation, and chromatin accessibility control [1–6]. Biochemistry and molecular biology evidence revealed that CTCF mainly functions through its conserved 11 repeat ZF domains and directly interacts with target DNA carrying consensus CTCF motifs [6–11]. Recently, several independent groups reported that CTCF could bind to RNAs in vitro [12–15], and a CTCF-mediated phase separation model has been proposed [16, 17]. Since transcription factors usually do not harbor classic RNA-binding domains, most studies relied on the CLIP-seq technique to cross-link CTCF and RNAs, followed by immunoprecipitation of target proteins to pull down UV-crosslinked interacting RNAs [12, 15]. For instance, Oksuz et al. claimed that a broad spectrum of TFs, including CTCF, bind RNAs through the arginine-rich RNA-binding motif (ARM) [12]. Saldana-Meyer et al. concluded that CTCF’s ZFs 1 and 10 function through interactions with RNAs by utilizing an auxin-inducible degron (AID) system and inducible overexpression of ZF mutant forms in mouse embryonic stem cells. The RNA-interaction capability of CTCF stabilized chromatin binding and had some effects on gene expression and chromatin organization regulation as well as a modest decrease in CTCF chromatin binding genome-wide [13]. Our study in the acute lymphoblastic leukemia cell line SEM showed deletions to ZF1 and ZF10 resulted in moderate changes to CTCF binding and dysregulated transcription of a subset of genes regulated by CTCF. However, the analysis showed CTCF binding sites that required either ZF harbored a unique upstream or downstream motif in addition to the conserved consensus DNA motif, suggesting the abrogated binding was due to loss of CTCF-DNA contacts [11]. Another study revealed that the RNA binding region (RBR) at the C-terminus of CTCF orchestrated RNA-dependent chromatin organization and loss of this region resulted in a general reduction in CTCF binding [18]. Conversely, others raised concerns about the low stringency biochemistry CLIP-seq conditions required to preserve native protein-RNA interactions [19]. Data analysis concerns for characterizing CTCF-RNA interactions were also raised [20]. Additionally, the observation of CTCF binding to RNAs has mainly been *in trans* further complicating the ability to decipher its accurate in vivo effect on CTCF functions at the DNA level. Therefore, a continuous debate remains about whether CTCF-RNA interactions represent interactions in vivo and contribute to gene regulation. Notably, most of the work was conducted in mouse embryonic stem cells. Therefore, it is important to investigate the role of RNAs on CTCF-DNA binding in a different cell model.

In this study, we evaluated whether RNAs affected CTCF’s functional role as a transcription factor to bind DNA in a human B-cell leukemia model. We reasoned that if the RNA-binding function of CTCF is indeed essential, loss of RNAs or CTCF’s RNA-binding region would reproducibly impair CTCF’s DNA occupancy in vivo, altering transcriptional regulation and chromatin accessibility. To this end, we leveraged our unique CTCF acute depletion and inducible expression system along with cutting-edge molecular profiling techniques to quantify genome-wide changes upon CTCF-RNA interaction interference. Our results suggested that when disrupting RNA interactions with CTCF in vivo, despite certain changes in selective loci, the DNA occupancy of CTCF was not altered at the genome-wide scale, and changes to transcription and open chromatin organization were minimal.

## Results

Using a standard chromatin immunoprecipitation and sequencing assay (ChIP-seq), we systematically explored the DNA binding affinity of CTCF in three independent and complementary conditions that were either deficient for global RNAs or the RNA-binding region (RBR) of CTCF. (1) We created a protein swap system by combining our established CTCF auxin-inducible degron system with induced expression of CTCF wild-type (WT) or a mutant that lacked the RNA-binding region (Fig. 1A–B, Additional file 1: Fig. S1 A) [11]. (2) In live cell culture, total RNAs, especially nascent and short half-life RNAs, were inhibited by triptolide, the natural product to inhibit XPB, a subunit of TFIIH [21], which induced proteasome-dependent degradation of RNA polymerase II (Fig. 1A, C) [22, 23]. (3) During the ChIP-seq procedure, RNase A was either added to formaldehyde cross-linked chromatin (post-fixation treatment) or cells prior to formaldehyde cross-linking (pre-fixation treatment) to degrade global RNAs (Fig. 1A, C). We hypothesized that if purported CTCF-RNA interactions were essential for CTCF’s DNA binding affinity, we would observe reproducible differential CTCF-binding peaks overlapped from the three conditions.

**Fig. 1:**
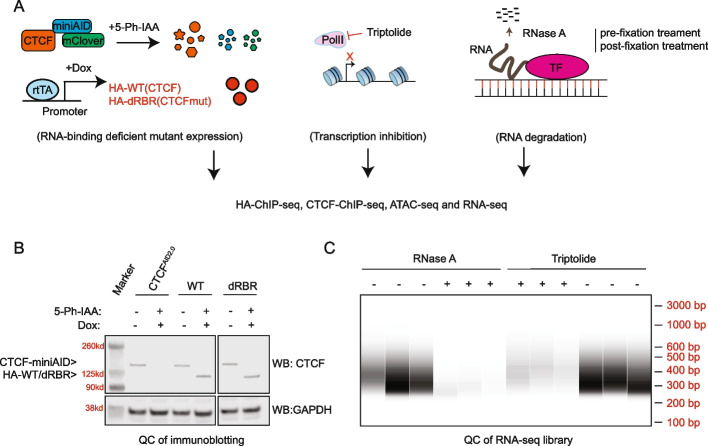
Establish a cellular model to interfere with CTCF-RNA interactions to study the impact on CTCF’s DNA binding affinity. **A** Schematic diagram illustrating three techniques to disrupt CTCF-RNA interactions. On the left is an illustration of how the ectopic HA-tagged CTCF swap system works in combination with acute protein degradation of endogenous CTCF. The homozygous miniAID-mClover3 knockin SEM cell lines CTCF^AID2/WT^ and CTCF^AID2/dRBR^ were previously generated [11]. When added to cell culture, the 5-Ph-IAA auxin analog acts as a ligand to bind to the miniAID tag (fused to endogenous CTCF protein) and OsTIR1(F74G) protein to promote acute protein degradation through ubiquitination by the SCF complex. After 6 h of 5-Ph-IAA treatment, the CTCF HA-tagged WT or CTCF-HA-dRBR ectopic proteins were induced by doxycycline for a total of 18 h of doxycycline and 24 h of 5-Ph-IAA treatment. In the middle is an illustration of transcription inhibition by the natural product, triptolide. Triptolide was added to live cell culture to block the PolII activity and global nascent transcription. On the right is a diagram showing how RNase A was used during the ChIP-seq procedure, either added before (pre-fixation treatment) or after (post-fixation treatment) the chromatin fixation, to degrade global RNAs. **B** Immunoblot analysis of endogenous (CTCF^AID2.0^) and induced exogenous (HA-CTCF) expression of CTCF using an antibody for CTCF. CTCF^AID2.0^ expression can be seen in all untreated samples (−, −). After 6 h of 10 μM 5-Ph-IAA treatment, CTCF^AID2^ protein expression is degraded. Exogenous expression of HA-tagged CTCF wildtype and dRBR mutant is comparable to endogenous CTCF following 18 h of 1 μg/mL doxycycline with concurrent 10 μM 5-Ph-IAA treatment (+, +). GAPDH was included as a loading control. **C** Quality control of RNA inhibition upon triptolide and RNase A treatment. Total RNAs were collected after drug treatment, followed by reverse transcription. The cDNA was fragmented, amplified, and quantified by a bioanalyzer. Three replicates were included for each treatment

For these studies, the B-cell lymphoblastic leukemia cell line SEM with constitutive expression of OsTIR1(F74G), endogenous CTCF-miniAID-mClover (CTCF^AID2^), and inducible exogenous HA-tagged wild-type CTCF (CTCF^AID2/WT^) or RBR deficient CTCF (CTCF^AID2/dRBR^) were used [11]. Upon the addition of 5-Ph-IAA, the drug ligand binds specifically to OsTIR1(F74G) to direct the Skp, Cullin, F-box (SCF) complex to AID-tagged CTCF-fusion proteins for ubiquitination and degradation (Additional file 1: Fig. S1 A) [24]. This unique cellular model allowed a quick switch from endogenous CTCF to the ectopic HA-tagged CTCF-WT and dRBR-mutant forms at a similar expression level (Fig. 1B, Additional file 1: Fig. S1B). These ectopically expressed forms of CTCF tagged with HA were immunoprecipitated by anti-HA beads across the following ChIP-seq assays to keep the procedure consistent and comparable and to exclude the residual, undegraded endogenous CTCF, which might interfere with direct comparisons between CTCF-WT and CTCF-dRBR. Treatment groups compared in the HA-ChIP study were (1) triptolide vs DMSO, (2) RNase A vs DMSO, (3) CTCF-dRBR vs CTCF-WT, and (4) and all groups together.

For triptolide and RNase A conditions, CTCF^AID2/WT^ cells were treated for 6 h with 5-Ph-IAA to remove endogenous CTCF followed by doxycycline induction of HA-tagged CTCF concurrent with 5-Ph-IAA for a total of 18 h of doxycycline induction and 24 h of 5-Ph-IAA treatment followed by 4 h of either DMSO or triptolide treatment (Fig. 2A). For RNase A HA-ChIP, RNase A was added to chromatin from formaldehyde cross-linked CTCF^AID2/WT^ cells during HA immunoprecipitation (Fig. 2A). Given that both drug treatment approaches focused on whether loss of RNAs would impair CTCF’s ability to bind DNA, we provided a complementary analysis comparing the DNA binding affinity of CTCF-WT and dRBR proteins. A ChIP-seq dataset comparing CTCF^AID2/dRBR^ and CTCF^AID2/WT^ was reanalyzed from our previous study [11].

**Fig. 2:**
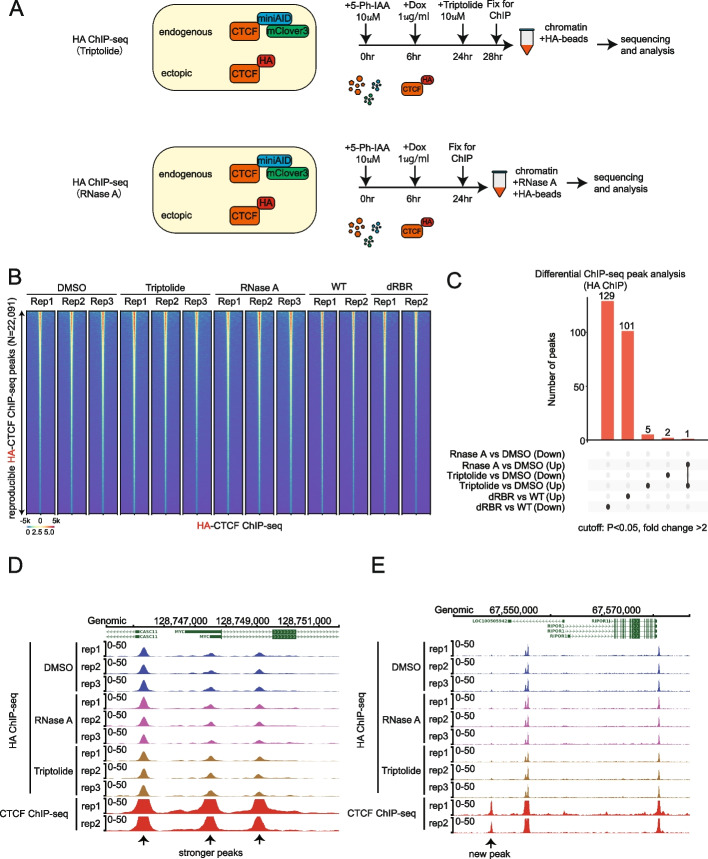
Evaluate CTCF’s DNA binding affinity by HA-ChIP-seq against ectopically expressed HA-tagged CTCF in CTCF RNA binding region deficient cells and cells depleted for global RNAs. **A** Schematic diagram illustrating how the HA-CTCF-ChIP-seq works in combination with triptolide and RNase A treatment. **B** Genomic heatmap of reproducible CTCF peaks from HA-ChIP of HA-tagged CTCF from CTCF^AID2/WT^ cells treated with DMSO, triptolide, and RNase A. HA-CTCF-WT and HA-CTCF-dRBR ChIP-seq tracks were adapted from a previous study (GSE205218). **C** Summary of differential peaks by paired analysis. Up and down peaks were defined by comparing treatment groups vs DMSO, or dRBR vs WT at the cutoff of FC > 2 and *P* value < 0.05. Overlapped peaks were connected by the solid line. **D** ChIP-seq tracks from triptolide, RNase A, DMSO at the *MYC* locus show consistent CTCF binding across all samples (three replicates for each treatment). CTCF ChIP-seq was conducted in the same cells to compare with the HA-ChIP-seq (two replicates for each treatment). **E** ChIP-seq tracks from triptolide, RNase A, DMSO at the *RIPOR1* locus show consistent CTCF binding across all samples. CTCF ChIP-seq was conducted in the same cells to compare with the HA-ChIP-seq (two replicates for each treatment)

When peak calling was conducted in each sample against input controls, consistent peak numbers were obtained ranging from 9946 to 25,141. Combined analysis of the HA-ChIP-seq for DMSO, triptolide, RNase A, CTCF-WT, and CTCF-dRBR samples identified 22,091 reproducible CTCF-binding peaks. No dramatic change in peak numbers was observed among the groups (Fig. 2B). The Spearman’s correlation also showed that the ChIP-seq signal pattern clustered closely in all three treatments (Additional file 1: Fig. S1 C). Differential CTCF-binding peak analysis was conducted among paired samples. Up and downregulated peaks were defined by the cutoff as fold change > 2 and *P* value < 0.05. Under this criteria, minimal numbers were found (dRBR vs WT, 230 peaks; RNase A vs DMSO, one peak; triptolide vs DMSO, eight peaks), and there was no significant overlap among the three conditions (Fig. 2C).

When comparing the HA-tagged ChIP-seq to CTCF-ChIP-seq peaks, more CTCF peaks and an overall increase in peak signal intensity were observed in the CTCF-ChIP-seq setting (Fig. 2D–E, Additional file 2: Table S1). Statistical comparison of the peak score between the two groups confirmed that HA-ChIP pulled down stronger CTCF binding peaks (Additional file 1: Fig. S1D). Therefore, CTCF antibody-based ChIP-seq was carried out again for triptolide and RNase A treated samples to see if loss of RNA would abrogate CTCF chromatin contacts over a larger population of peaks (Fig. 3A). Triptolide treatment validations were conducted to determine the proper dosage for SEM cells. A time-course and dose-dependent test revealed that a 1-µM treatment for up to 8 h was sufficient to inhibit transcription of CTCF’s target genes *MYC*, *CTCF*, and *RBM45* without inducing significant cell death (Additional file 1: Fig. S2 A–C). For the RNase A ChIP, permeabilized cells were treated with RNase A treatment before chromatin fixation to degrade total RNAs and explore the impact of RNA loss on CTCF binding to DNAs in a naïve condition. RNase A treatment conditions were first validated by incubating permeabilized cells with 1 mg/mL RNase A over a time course. Q-PCR accessed the transcript reduction of *MYC*, a short half-life transcript, and *GAPDH*, a long half-life transcript, as reflected by increasing Ct values. The optimal treatment time of 45 min was chosen (Additional file 1: Fig. S2D). To confirm the global RNA degradation and inhibition in samples prepared for ChIP-seq, fractions of triptolide and RNase A-treated cells were collected for RNA extraction, cDNA reverse transcription, library construction, and quantification. As shown by bioanalyzer measurement, a remarkable reduction of total cDNA levels was achieved compared with no treatment controls (Fig. 1C). Q-PCR also demonstrated a dramatic decrease in mRNA levels for *MYC*, *RBM45*, *CTCF*, and *GAPDH* upon RNase A treatment of ChIP-seq samples (Additional file 1: Fig. S2E). Immunoblotting of fractions from the CTCF-ChIP samples confirmed enrichment of CTCF comparable to input (Additional file 1: Fig. S2 F–G).

**Fig. 3:**
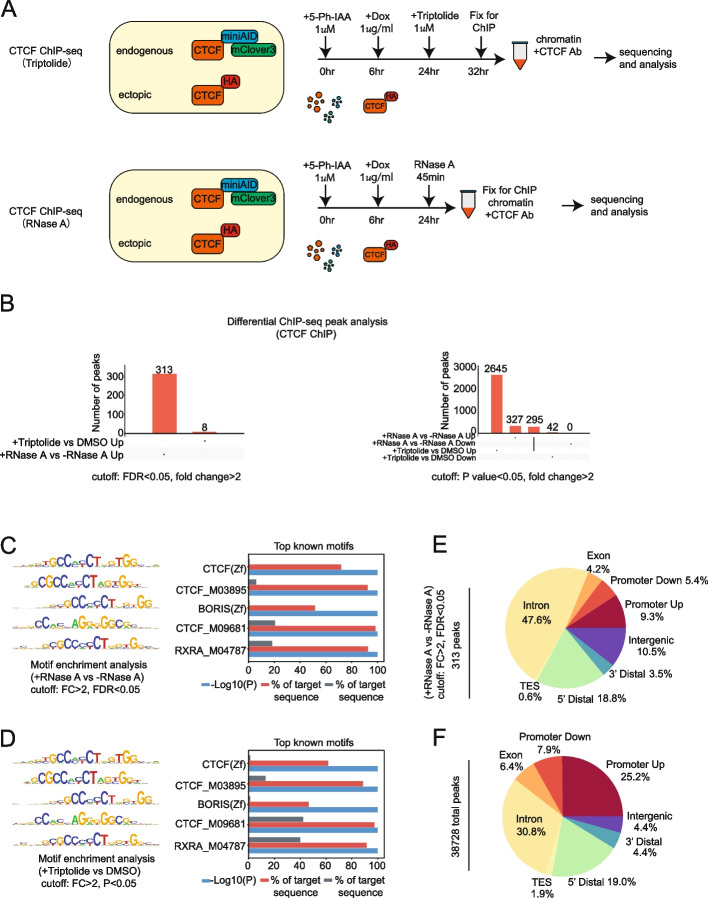
Evaluate the impact of global RNA depletion on CTCF’s DNA binding affinity by CTCF ChIP-seq. **A** Schematic diagram illustrating how the CTCF-ChIP-seq works in combination with triptolide and RNase A treatment. **B** Summary of differential CTCF-binding peaks by paired analysis. Up and down peaks were defined by comparing triptolide vs DMSO and +/− RNase A groups at cutoffs with different stringencies; high stringent cutoff: fold change FC > 2 and FDR < 0.05; modest stringent cutoff: FC > 2 and *P* < 0.05. Overlapped peaks between different comparisons were connected by the solid line. **C** Motif analysis of 313 differential CTCF-binding peaks collected from RNase A treatment vs no treatment. The top 5 were shown according to Homer known motif analysis. **D** Motif analysis of differential CTCF-binding peaks collected from triptolide treatment vs DMSO treatment with the cutoff of FC > 2 and *P* < 0.05. The top 5 were shown according to Homer known motif analysis. **E** Genomic distribution of differential CTCF-binding peaks collected from RNase A treatment vs no treatment. With the cutoff of FC > 2 and FDR < 0.05, about 313 peaks were identified and assigned to different genomic regions. **F** Genomic distribution of total CTCF-binding peaks (38,728)

For CTCF ChIP-seq, *Drosophila* spike-in controls were added for global normalization. In general, the Spearman’s correlation showed that the ChIP-seq signal patterns clustered closely in both treatments (Additional file 1: Fig. S3 A–B). As expected, more reproducible peaks were called in triptolide/DMSO (69,222) and RNase A treatment (38,728) groups in comparison to the HA-ChIP-seq (22,091) (Additional file 1: Fig. S3 C–D). Less peaks were observed from the RNase A +/− groups likely due to the extended treatment conditions before chromatin fixation. The differential CTCF peaks were called between triptolide and DMSO and +/− RNase A groups separately based on different cutoffs. At the most stringent cutoff (FDR < 0.05 and FC > 2), no downregulated peaks were found in either group. About 313 upregulated peaks were identified from the + RNase A vs − RNase A group and 8 from triptolide vs DMSO. However, none of these upregulated peaks overlapped, and they demonstrated a weaker CTCF binding affinity. When using a lower cutoff of *P* value < 0.05 and FC >2, 2940 upregulated peaks were identified from the triptolide vs DMSO group and 622 from + RNase A vs − RNase A, of which 295 peaks were shared. However, very few downregulated peaks were identified (42 from the triptolide vs DMSO group and zero from + RNase A vs − RNase A) (Fig. 3B). To confirm whether these differential peaks were truly CTCF-binding peaks, the Homer motif analysis was conducted by comparing the differential peaks with background. All top five motifs were matched to different CTCF motifs based on statistical analysis. Also, more than 70% of the 313 upregulated CTCF-binding peaks from the + RNase A vs − RNase A group (FDR < 0.05 and FC > 2) were shown for the CTCF consensus motif (Fig. 3C). Similarly, more than 60% of the 2940 upregulated CTCF-binding peaks from the triptolide vs DMSO group (*P* < 0.05 and FC > 2) contained the CTCF consensus motif (Fig. 3D). The distribution of 313 upregulated peaks from the + RNase A vs − RNase A group (FDR < 0.05 and FC > 2) demonstrated a notable increase of intron-binding peaks and a reduction in promoter-binding patterns compared with the expected distribution (Fig. 3E–F). Collectively, these data suggest that both RNA-depletion strategies affected a small fraction of authentic CTCF-binding peaks. However, the impact of CTCF-RNA interaction in regulating its DNA binding affinity is variable between loci.

We have previously shown that acute depletion of CTCF protein by the AID system rewires approximately 10% of genome-wide chromatin accessibility [2]. To determine the impact of RNA interaction of CTCF in this process, we conducted ATAC-seq in CTCF^AID2/WT^ and CTCF^AID2/dRBR^ cell lines depleted for endogenous CTCF. The ATAC-seq signal intensity at the CTCF binding peaks or genome-wide scale in CTCF^AID2/dRBR^ cells was similar to CTCF^AID2/WT^ (Fig. 4A, Additional file 1: Fig. S4 A, Additional file 3: Table S2). The Spearman’s correlation also showed that the ATAC-seq signal pattern clustered closely between CTCF-dRBR and CTCF-WT (Fig. 4B, Additional file 1: Fig. S4B). No ATAC-seq signal changes were observed at the locus of CTCF target genes *MYC* and *RBM45* (Fig. 4C–D). The differential ATAC-seq peaks were called between CTCF-dRBR vs CTCF-WT based on different cutoffs. At the most stringent cutoff (FDR < 0.05 and FC > 2), ten downregulated peaks and three upregulated peaks were found among > 100k ATAC-seq peaks genome-wide. When a lower cutoff was applied, a significant number of differential peaks were observed particularly by switching FDR to *P* value. However, the concern of reliability arises as well (Additional file 1: Fig. S4 C). In summary, our data suggests that RNA interaction with CTCF plays a limited role in regulating genome-wide chromatin accessibility.

**Fig. 4:**
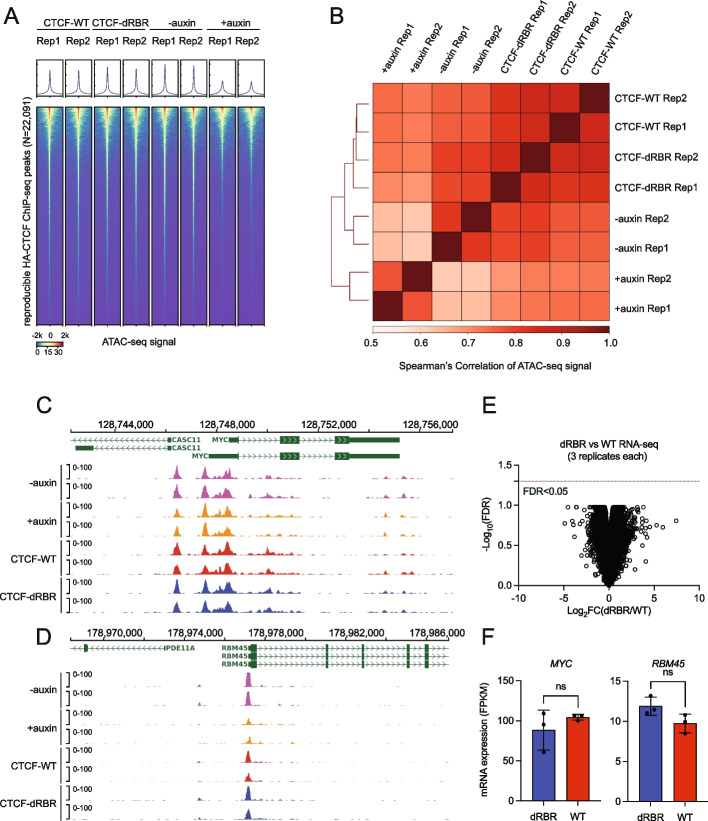
CTCF’s RNA binding domain deficiency or global RNA depletion does not impact genome-wide chromatin accessibility. **A** Genomic heatmap of ATAC-seq signals matched to reproducible CTCF peaks from CTCF^AID2/WT^ cells and CTCF^AID2/dRBR^. ATAC-seq tracks from CTCF^AID2^ with or without auxin (5-Ph-IAA) treatment were shown as controls. **B** Spearman’s correlation of all ATAC-seq signals defined by **A** was calculated to quantify the similarity between samples. **C** ATAC-seq tracks from CTCF-WT and CTCF-dRBR at the *MYC* locus show consistent chromatin accessibility patterns across all samples. CTCF^AID2^ with or without auxin (5-Ph-IAA) treatment were shown as controls. **D** ATAC-seq tracks from CTCF-WT and CTCF-dRBR at the *RBM45* locus show consistent chromatin accessibility patterns across all samples. CTCF^AID2^ with or without auxin (5-Ph-IAA) treatment were shown as controls. **E** Total RNA-seq was performed to quantify the global gene expression changes between CTCF-dRBR and CTCF-WT groups based on the cutoff of FDR < 0.05. *N* = 3. **F** The mRNA expression of CTCF target genes *RBM45* and *MYC* between CTCF-dRBR and CTCF-WT groups. n.s., no statistic difference, calculated by unpaired *t*-test. *N* = 3

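Panel E rests on total RNA-seq of 3 CTCF-WT and 3 CTCF-dRBR libraries from SEM cells, a leukemia cell line. The fold change of each gene in CTCF-dRBR against CTCF-WT was computed by limma-voom for the 14044 genes with a CPM (counts normalized to library size) of at least 1 in any library, 11700 of them protein-coding. The log2 fold changes had a median of −0.0076, with −1.03 at the 5th percentile and 0.71 at the 95th percentile. Their median absolute size was 0.33, against a median standard error of 0.19. Expression differed by more than 2-fold for 1089 genes, of which 316 were higher and 773 lower in CTCF-dRBR, and by more than 4-fold for 127 genes. These counts moved with single libraries. Without CTCF-dRBR replicate 1, 384 genes differed by more than 2-fold, 194 higher and 190 lower, and 85 by more than 4-fold. Without CTCF-dRBR replicate 3 the 2 counts were 2142 and 276, and without CTCF-WT replicate 3 they were 1628 and 240. The setting that moved the median of all genes most was limma-trend on log2(TPM + 0.1), where TPM are counts normalized to gene length and library size, with a median of 0.56.

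**Figure D1:**
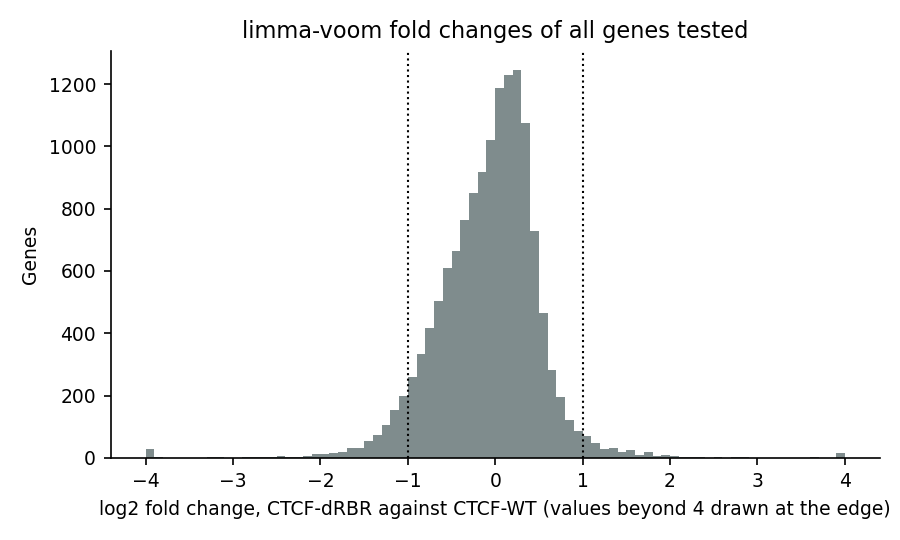
Number of genes (y axis) by log2 fold change in CTCF-dRBR against CTCF-WT (x axis), from limma-voom on 3 libraries per group. The dotted lines mark a 2-fold change in either direction, with 773 genes to the left of them and 316 to the right.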

Previously, we and others observed that global gene expression was mildly affected by acute depletion of total endogenous CTCF [1, 3, 11]. Here, we investigated the transcriptional change between cells expressing CTCF-dRBR or CTCF-WT without endogenous CTCF. Total RNA-seq was conducted twice, once with two replicates of RNA collected from CTCF^AID2/WT^ and CTCF^AID2/dRBR^ cells and again with three replicates. 

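The second assay, with 3 libraries of CTCF AID2/WT cells (CTCF-WT) and 3 of CTCF AID2/dRBR cells (CTCF-dRBR), is the one analyzed here. SEM is a human B-cell acute lymphoblastic leukemia cell line. In these derivatives the endogenous CTCF carries a miniAID tag, and the auxin analog 5-Ph-IAA causes the tagged protein to be degraded. Cells were kept in 5-Ph-IAA for 24 h, and 1 µg/mL doxycycline was added after the first 6 h to induce HA-tagged CTCF for the remaining 18 h. Ribosomal RNA was removed before library preparation. The methods describe the reads as paired-end and the sample labels describe them as single-end. The labels of the CTCF-WT libraries name the tagged endogenous CTCF but no HA-CTCF transgene, and their titles were used to assign them to CTCF-WT.
The authors trimmed the reads with TrimGalore, aligned them to GRCh37 with STAR and quantified each gene of the Gencode annotation with RSEM. The deposited values are RSEM expected counts, without normalization, and TPM, each for 57820 genes. In addition 92 ERCC spike-in sequences are listed, with 0 counts in all 6 libraries. Total counts were 52627862, 53166735 and 51732177 for CTCF-WT replicates 1, 2 and 3, and 30034505, 48912209 and 50457168 for CTCF-dRBR replicates 1, 2 and 3. The 3 counts that an observed count of 0 allows correspond to between 0.0564 and 0.0999 CPM, a limit that covers counting error only. From the expected counts, genes under 1 CPM in all libraries were removed, library sizes were scaled by edgeR's TMM factors, which lay between 0.934 and 1.06, and the groups were compared by limma-voom with Benjamini-Hochberg adjustment.
Endogenous and HA-tagged CTCF transcripts could both count toward *CTCF* (ENSG00000102974.10), which was not tested. It had 209.9, 211 and 249 CPM in CTCF-WT replicates 1, 2 and 3, and 273, 264 and 252 CPM in CTCF-dRBR replicates 1, 2 and 3. Its log2 fold change was 0.24 (standard error 0.10, adjusted p = 0.202 from limma-voom, two-sided). Every CTCF-dRBR library was above every CTCF-WT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The setting voomWithQualityWeights gives each library its own weight, here largest for CTCF-WT replicate 2 and CTCF-dRBR replicate 2. With it, the log2 fold change was 0.30 (adjusted p = 0.00113 from limma). Over all alternatives the adjusted p from limma, edgeR or DESeq2 lay between 0.00113 and 0.510.
The libraries were not equally alike. Across the genes tested, Spearman's rho of log2 CPM between CTCF-dRBR replicate 1 and each other library was between 0.913 and 0.968, and between 0.971 and 0.997 for all other pairs of libraries. Genes are not independent replicates, so no p was computed for these. The first principal component held 73.5% of the variance, with CTCF-dRBR replicate 1 at 102 and the other 5 libraries between −52.8 and 19.5. The median chi-square per gene between 2 libraries was 2.65 to 72.6, where sampling noise alone gives 0.455.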

The first assay of two replicates showed only three genes demonstrated expression changes at the cutoff of FDR < 0.05 (Additional file 1: Fig. S4D–E, Additional file 4: Table S3). To improve statistical significance, the RNA-seq was repeated with three replicates. Using three replicates and a cutoff of FDR < 0.05, no genes were found to be differentially expressed between groups. 

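No gene reached an adjusted p under 0.05, and the smallest adjusted p from limma-voom (two-sided) was 0.0959. At an unadjusted p under 0.05 there were 3569 genes, 1768 higher and 1801 lower in CTCF-dRBR, where 702 would fall by chance. In 5265 genes, 37.5% of those tested, the CPM of the 2 groups did not overlap, where chance gives 10% for 3 libraries against 3. Genes move together, so a single split of the libraries can lie far above both chance values. Setting CTCF-WT replicates 1 and 2 and CTCF-dRBR replicate 3 against the rest gave 2169 genes at an unadjusted p under 0.05 by limma-voom. The remaining splits gave 9 to 225. The alternative that moved the count past FDR < 0.05 most was voomWithQualityWeights, with 9583 genes. It gave CTCF-dRBR replicate 2 a weight of 6.19 and CTCF-WT replicate 2 a weight of 5.65. The other weights ran from 0.0969 (CTCF-dRBR replicate 1) to 1.26 (CTCF-WT replicate 1), so its calls rested mostly on a single library per group. A single library changed the call: without CTCF-dRBR replicate 1, 535 genes passed, 209 higher and 326 lower. Leaving out any of the other 5 libraries gave 0 genes past FDR < 0.05, with 1425 (without CTCF-WT replicate 1) to 5732 (without CTCF-dRBR replicate 3) at an unadjusted p under 0.05. DESeq2 called 1619 genes with all 6 libraries, and limma-voom called 1286 once the trend over gene GC content was removed from each library. That last count was 0 without CTCF-WT replicate 1, CTCF-WT replicate 2 or CTCF-dRBR replicate 2, with 2581 to 3109 genes at an unadjusted p under 0.05, and 3214 without CTCF-dRBR replicate 1. With edgeR's quasi-likelihood test, 0 genes passed, and 3460 had an unadjusted p under 0.05.
Among genes with a mean TPM of at least 1 and no overlap between the groups, the 5 higher genes with the smallest unadjusted p were *FCGR2C*, *EMR2*, *CD38*, *LINC02363* (listed as ENSG00000180712.3) and *SEPP1*, and the 5 lower ones were *SRPR*, *METTL13*, *BANF1*, *PGD* and *EIF3C*. All 10 shared the adjusted p given above, because the adjustment ties them, and the exact permutation test of CPM gave p = 0.1 (two-sided, the smallest possible) for each. The choice of genes without overlap fixes this last p, so it adds no evidence. The gene with the smallest unadjusted p was *SRPR* (ENSG00000182934.7, chromosome 11, 126132833 to 126139039), with 113 ± 8.21 CPM (SD, n = 3) in CTCF-WT and 59.1 ± 0.55 CPM in CTCF-dRBR. Its log2 fold change was −0.93 (standard error 0.095). *SRPR* overlaps *FOXRED1* and *FAM118B* on the opposite strand, whose log2 fold changes were −0.90 and 0.18. The name of the deposited table marks the counts as stranded, though the methods do not say so. *METTL13* fell by 1.43 on the log2 scale, from 46.8 ± 4.17 to 17.7 ± 2.78 CPM. *BANF1* fell by 1.82, from 89.1 ± 20.3 to 24.8 ± 2.46 CPM, and *PGD* fell by 0.79. *EIF3C* fell by 0.82, and its near-identical copy *EIF3CL*, which could share its reads, fell by 1.09.
*CD38* (ENSG00000004468.8, chromosome 4, 15779898 to 15854855) had 15.7 ± 0.190 CPM (SD, n = 3) in CTCF-WT and 30.7 ± 1.92 CPM in CTCF-dRBR, a log2 fold change of 0.96 (standard error 0.11). The lncRNA *LINC02363* changed by 0.84 on the log2 scale and *SEPP1* by 1.31. *EMR2* changed by 1.39, from 4.44 ± 0.305 to 11.7 ± 1.44 CPM, and overlaps *ZNF333* on the opposite strand. The log2 fold change of *FCGR2C* was 1.43, and those of its paralogs *FCGR2A* and *FCGR2B*, between which reads could be split, were 0.70 and 1.16. All 10 genes kept their direction under every alternative tried, but not their size. With limma-trend on log2(TPM + 1), where the median of all genes was 0.44 higher, the log2 fold changes were −0.075 for *PGD*, −0.18 for *EIF3C*, −0.36 for *SRPR*, −0.64 for *METTL13* and −1.11 for *BANF1*. In the deposited TPM, *PGD* had a mean of 68.4 in CTCF-WT and 64.7 in CTCF-dRBR (exact permutation test, two-sided, p = 0.7). With the GC trend removed, *BANF1* fell by 1.29. All 10 passed FDR < 0.05 with DESeq2, with voomWithQualityWeights, without CTCF-dRBR replicate 1 and with the GC trend removed. With edgeR's quasi-likelihood test, or when any other library was left out, 0 of them passed. The genes were chosen from these same libraries, so the passes are not independent evidence. Their adjusted p over all alternatives lay between 4.57e-15 and 0.914.

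**Figure D2:**
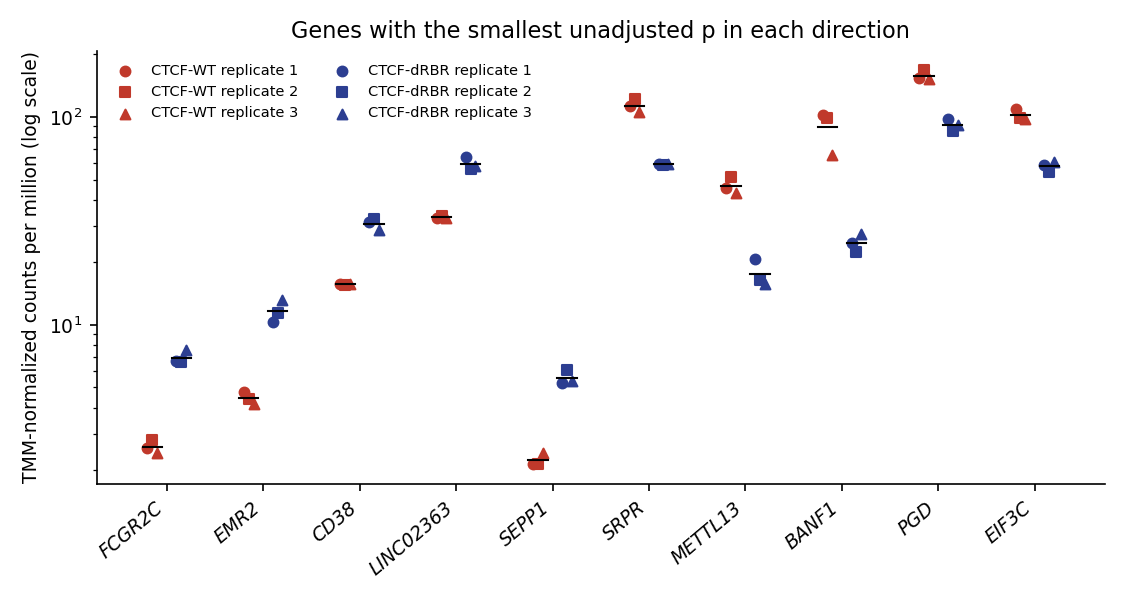
TMM-normalized CPM (log scale, y axis) of the 10 genes (x axis) in each of the 3 CTCF-WT (red) and 3 CTCF-dRBR (blue) libraries, with marker shape for the replicate and a line at each group mean. *SRPR* sits at 105 to 122 CPM in CTCF-WT and at 58.5 to 59.5 CPM in CTCF-dRBR.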

Two well-characterized CTCF targets in SEM cells, *RBM45* and *MYC*, had no significant transcription changes (Fig. 4E–F, Additional file 1: Fig. S4 F). Collectively, these data suggest that loss of the RNA interaction region of CTCF (RBR) plays a limited role in its DNA binding for gene regulation.

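*MYC* (ENSG00000136997.10) lies on chromosome 8 of GRCh37 from 128747680 to 128755197. Its TMM-normalized expression was 225 ± 11.2 CPM (SD, n = 3) in CTCF-WT and 186 ± 48.5 CPM in CTCF-dRBR (exact permutation test, two-sided, p = 0.3). The log2 fold change was −0.30 (standard error 0.20, adjusted p = 0.321 from limma-voom). It moved to −0.09 without CTCF-dRBR replicate 1, in which *MYC* had 134 CPM, and to −0.47 without CTCF-dRBR replicate 3, where it had 229 CPM. On the deposited TPM, *MYC* went the other way, with 62.9 ± 19.4 TPM (SD, n = 3) in CTCF-WT and 71.5 ± 13.7 TPM in CTCF-dRBR (exact permutation test, two-sided, p = 0.7). This difference of 8.57 TPM ranged from 1.46 without CTCF-WT replicate 1 to 19.6 without CTCF-WT replicate 3. It was 16.2 without CTCF-dRBR replicate 1, 3.03 without CTCF-dRBR replicate 2 and 4.64 without CTCF-WT replicate 2.
*RBM45* (ENSG00000155636.10), on chromosome 2 from 178977151 to 179003738, had 16.1 ± 0.930 CPM (SD, n = 3) in CTCF-WT and 18.8 ± 2.92 CPM in CTCF-dRBR. All 3 CTCF-dRBR libraries were above all CTCF-WT libraries (exact permutation test, two-sided, p = 0.1, as low as this design can go). The log2 fold change was 0.20 (standard error 0.15, adjusted p = 0.365 from limma-voom). Without CTCF-dRBR replicate 1 it was 0.09, and its sign changed, to −0.11, once the GC trend was removed. In TPM, *RBM45* had 5.99 ± 2.40 (SD, n = 3) in CTCF-WT and 9.93 ± 2.27 in CTCF-dRBR (exact permutation test, two-sided, p = 0.2). Over the alternatives the adjusted p from limma, edgeR or DESeq2 lay between 0.0549 and 0.750 for *MYC* and between 0.198 and 0.684 for *RBM45*, and neither gene passed under any of them. Of the 5 genes that the text names and that were listed before the data were examined (*MYC*, *RBM45*, *CTCF*, *GAPDH* and *RIPOR1*), 4 were expressed highly enough to be tested by limma-voom, and 0 passed either over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05 there were also 0.

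**Figure D3:**
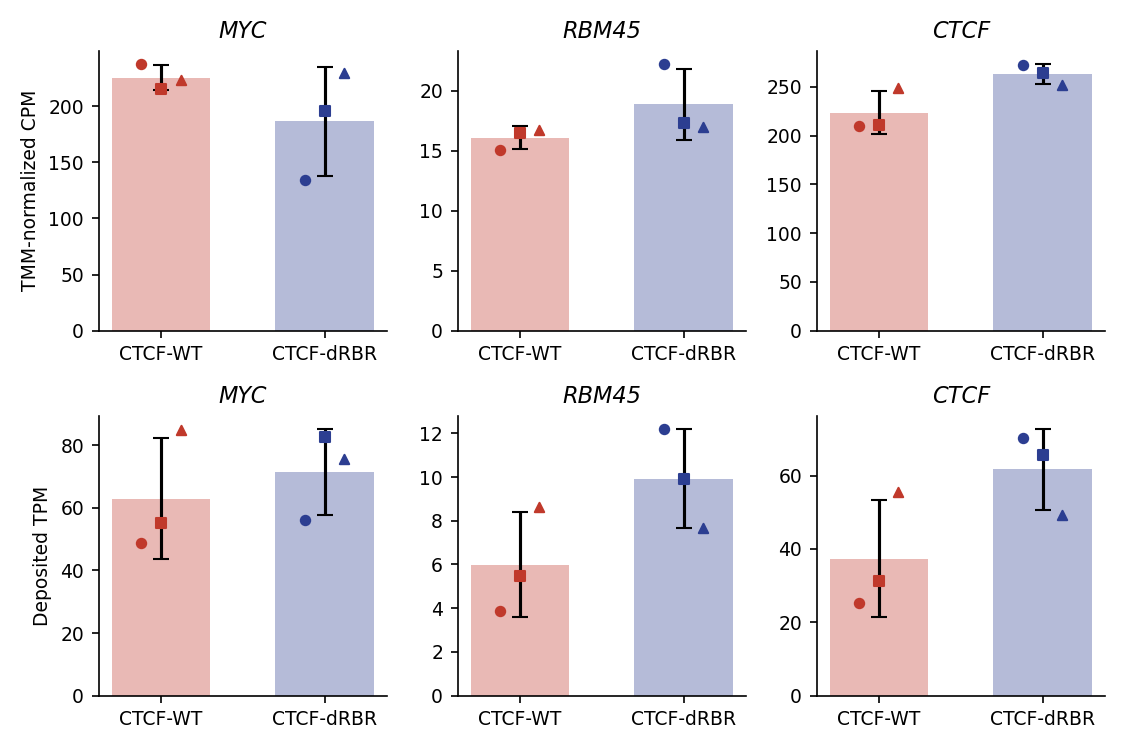
Expression of *MYC*, *RBM45* and *CTCF* as TMM-normalized CPM (upper panels) and deposited TPM (lower panels), with bars for the mean and error bars for the SD of 3 libraries. Circles, squares and triangles are replicates 1, 2 and 3, and *MYC* is lowest in CTCF-dRBR replicate 1 by CPM, at 134.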

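How small a change this RNA-seq design could detect was tested on simulated counts, drawn for the real genes at the real library sizes with 200 genes changed by a known factor. With the gene-wise spread of all 6 libraries, limma-voom at FDR < 0.05 recovered 1 of 195 genes changed 2-fold (0.513%) and 167 of 196 genes changed 4-fold (85.2%). With the spread of the libraries other than CTCF-dRBR replicate 1, it recovered 160 of 197 genes changed 2-fold (81.2%). When the GC trend of all 6 real libraries was added, it recovered 42 of 195 (21.5%). That spread already held GC variation, and the added trend included CTCF-dRBR replicate 1, so this share can be too low. By limma-voom, a 2-fold change was thus mostly not detectable at the spread of all 6 libraries, and a 4-fold change mostly was. DESeq2 recovered 110 of the 195 genes at the spread of all 6 libraries and also called 57 genes that had not been changed. From both RNA-seq assays, with few differentially expressed genes in the first and none in the second, and no significant change of *RBM45* or *MYC*, the paper proposes that the RBR contributes little to how CTCF binds DNA to regulate genes.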

## Discussion

Protein and RNA interactions have been proposed to be critical in many biological processes, such as splicing regulation, mRNA transport, RNA stability maintenance, RNA trafficking, and mRNA translation. However, it is worth noting that although locus-specific RNAs, such as lncRNAs or eRNAs, were reported to play a critical role in transcription in a *cis*-acting manner, most of the RNA-interaction results in CTCF regulation are *in trans* RNAs. Given RNAs’ lack of consensus motifs for CTCF protein to search and precisely bind, the biological consequence of these *in trans* distributed RNAs requires cautious interpretation. Additionally, protocols to identify RNA–protein interactions produce inconsistent results, and data analysis among the techniques is variable. For example, CLAP-seq [19] did not recapitulate most RNAs identified by CLIP-seq to bind CTCF. Therefore, it is challenging to directly compare these protocols developed by different people under various conditions.

Previous studies by Saldana-Meyer et al. and Hansen et al. showed RNAs were essential to CTCF-mediated genome organization [13, 18]. Saldana-Meyer et al. utilized the auxin-inducible degradation system to degrade endogenous CTCF in mESCs while exogenously expressing WT CTCF and mutants of the putative RNA binding regions, ∆ZF1 and ∆ZF10. PAR-CLIP showed reduced RNA binding to CTCF in cells expressing ∆ZF1 and ∆ZF10. Differential chromatin binding, gene expression, and chromatin looping were observed in both mutants when compared to cells expressing WT CTCF. In addition, RNA was disrupted by triptolide and RNase A in mESCs and showed modest changes to global CTCF chromatin occupancy. However, for all ChIP-seq experiments spike-in normalization was variable among samples. Of note, the auxin degradation system available at the time of the study was the original AID1 design, which requires high amounts of auxin to achieve protein degradation. High concentrations of auxin have since been shown to cause significant cellular toxicity that could cloud data interpretation [11, 23]. Hansen et al. replaced the RBR of CTCF in mESCs with a linker and 3xHA tag to generate an endogenous RBR mutant, ∆RBR_i_-CTCF. ChIP-seq using spike-in normalization revealed a global decrease in CTCF chromatin occupancy and disrupted chromatin looping of some sites that were designated to be dependent on the RBR. The authors noted protein stability of the ∆RBR_i_-CTCF protein was compromised compared to WT and questioned whether the reduced expression resulted in fewer chromatin contacts. Additionally, ∆RBR_i_-CTCF cells doubling time was greater when compared to WT-CTCF cells. In contrast, we observed equal CTCF protein expression between CTCF^AID2/WT^ and CTCF^AID2/dRBR^ cell lines, and there were no changes to cellular fitness. While these studies provide important insights into the significance of CTCF-RNA interactions, the studies were limited to mESCs and used varied methodologies and analyses, making direct comparisons to our study challenging (Additional file 5: Table S4).

To characterize the role of RNAs on CTCF-DNA binding, chromatin accessibility, and transcription, our study focused on assaying the downstream effects caused by perturbation of CTCF-RNA interactions to determine the biological impact of the CTCF-RNA interaction axis. Our study demonstrated three independent and complementary approaches to evaluate the potential implications of CTCF-RNA interactions on DNA binding, transcription regulation, and chromatin accessibility. While HA-tagged CTCF-ChIP-seq demonstrated limited changes in the dRBR setting, the reduced peak number and density from HA-tagged ChIP-seq experiments might bias on target selection. To this end, we optimized our treatment protocol and conducted CTCF antibody-based ChIP-seq. Indeed, we observed a fraction of differential CTCF binding peaks with the authentic consensus CTCF binding motif in RNase A and triptolide treatment samples, respectively. Interestingly, in both settings, much more upregulated CTCF-binding peaks were identified upon RNA depletion with a lower statistic cutoff (*P* value instead of FDR). Given that it is impossible to evaluate the transcriptional impact of CTCF-RNA interactions in triptolide and RNase A treatment groups, our transcriptome analysis heavily relied on the dRBR mutant form reported by others. Although in vitro biochemistry characterization by Hansen et al. clearly showed the reduction of RNA interaction in dRBR, it is still unknown whether other RBR-binding domains are required in our model system.

## Conclusions

This study concludes that CTCF-RNA interactions do not shape global CTCF-DNA interactions but confer variable effects at selective loci. Locus-dependent targeting approaches would be beneficial to investigate the function of CTCF-RNA interactions in the future. Additionally, the RNA-binding affinity of CTCF may play a role in a tissue-specific manner that could be investigated by more model systems. Moreover, this field urgently requires more technological innovations to promote the investigation of RNA–protein interactions further.

## Methods

### Cell culture

The SEM B-ALL cell line from DSMZ was used to make the CTCF^AID2^, CTCF^AID2/WT^, and CTCF^AID2/dRBR^ cell lines. These were previously described [11]. In brief, CTCF^AID2^ cells have an in-frame miniAID-mClover3 tag at the C-terminus of endogenous CTCF and constitutively express OsTIR1 F74G (Addgene 232800). The CTCF^AID2/WT^ and CTCF^AID2/dRBR^ cells were CTCF^AID2^ cells transduced with the doxycycline-inducible wild-type HA-tagged CTCF (Addgene 232801) and the HA-tagged CTCF-dRBR mutant (Addgene 232802), respectively. 

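For the CTCF-dRBR mutant, Table S4 lists amino acids 578 to 617 of CTCF with a minus sign. *CTCF* lies on chromosome 16 of GRCh37 from 67596370 to 67673080, and its transcript ENST00000264010 has 12 exons and encodes 727 amino acids. In that protein the 40 listed residues read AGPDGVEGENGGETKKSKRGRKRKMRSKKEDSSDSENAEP. Of these, 11 are lysine or arginine, 7 and 4 respectively. They are encoded by 120 bases, 106 of them in exon 10 (67663331 to 67663436) and 14 in exon 11 (67670593 to 67670606). The reference bases in exon 11 are AAAATGCTGAACCA. The sequence of the transgene itself was not used here.

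**Figure D4:**
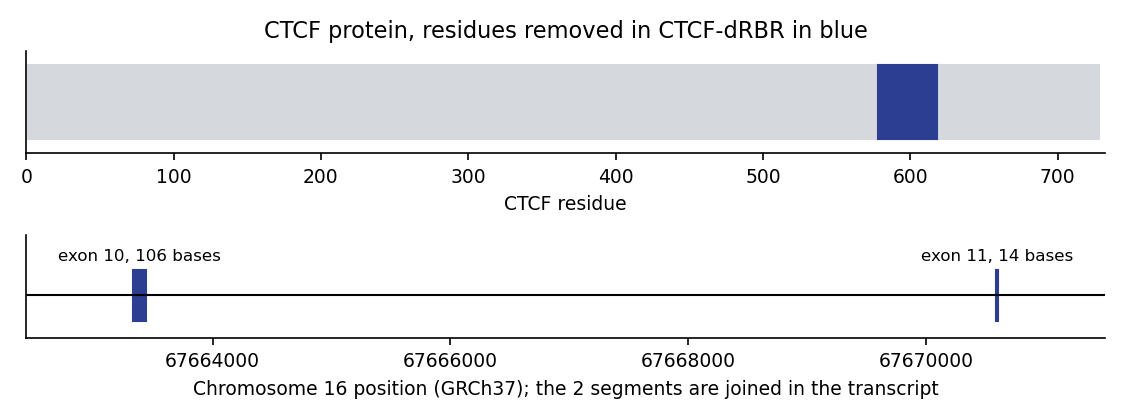
Position of the residues listed for CTCF-dRBR in the CTCF protein (upper panel, x axis in residues) and of their coding bases on chromosome 16 of GRCh37 (lower panel, x axis in bases). The residues run from 578 to 617 of 727, and their coding bases fall in exons 10 and 11.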

All SEM cells and derivative lines were cultured in RPMI- 1640 medium (Lonza) containing 10% fetal bovine serum (Hyclone), 2 mM glutamine (Sigma), and 1% penicillin/streptomycin (Thermo Fisher Scientific) in an incubator at 37 °C, 5% CO_2_, and 95% humidity. To swap from endogenous CTCF-miniAID-mClover to exogenous HA-tagged CTCF expression, one or 10 µM 5-Ph-IAA (MedChemExpress) was used to induce the degradation of CTCF-miniAID-mClover in CTCF^AID2/WT^ and CTCF^AID2/dRBR^ cells by a 6-h treatment before induction of exogenous HA-tagged CTCF with 1 µg/mL doxycycline for 18 h concurrent with continuous 5-Ph-IAA treatment. All cell lines were validated by STR and verified to be free of mycoplasma by Lookout Mycoplasma PCR Detection Kit (Sigma, #MP0035).

### Immunoblotting

Cells were lysed in RIPA buffer, and lysates were run on an SDS-PAGE gel (Thermo Fisher Scientific). Protein was transferred to a PVDF membrane (Bio-Rad) at 100 V for 1 h. Membranes were blocked with 5% non-fat milk in TBS-T (10 mM Tris, pH 8.0, 150 mM NaCl, 0.5% Tween- 20) for 1 h at room temperature before incubating with target antibodies overnight at 4 °C with gentle rocking (GAPDH, Thermo Fisher Scientific, AM4300, 1:10,000; CTCF, Santa Cruz, sc- 271514, 1:200; CTCF, Diagenode, C15410210 - 50, 1:2000). Following three 10-min washes in TBS-T, membranes were incubated with a 1:2000 (CTCF, Santa Cruz) or 1:20,000 (GAPDH) dilution of sheep anti-mouse IgG HRP (GE Healthcare, NA931) or 1:5000 (CTCF, Diagenode) dilution of donkey anti-rabbit IgG HRP (GE Healthcare, NA934) in 5% non-fat milk/TBS-T for 1 h at room temperature. Blots were developed with ECL (Perkin Elmer) and visualized by Licor System.

### ChIP-seq

For all ChIP experiments, the switch from endogenous CTCF-miniAID-mClover to exogenous HA-tagged CTCF was described in the cell culture methods. For HA-CTCF ChIP with triptolide treatment, 20 million CTCF^AID2/WT^ cells were treated with either DMSO or 10 μM triptolide (Cayman Chemicals) for 4 h in triplicate concurrent with 5-Ph-IAA and doxycycline (Fig. 2A). Cells were fixed with 1% formaldehyde for 5 min with gentle rocking at room temperature, and chromatin was prepared using the Covaris TruChIP Chromatin Shearing Kit (Covaris, 520154). Chromatin was sheared by the Covaris M220 ultrasonicator (duty factor of 10, cycles/burst 200 for 10 min at set point 6 °C). After clarification by centrifugation at 8000 × g for 10 min, the chromatin was moved to a new 1.5-mL Eppendorf tube, and the buffer was amended for immunoprecipitation (final concentration: 50 mM Tris HCL pH 7.4, 100 mM NaCl, 1 mM EDTA, 1% SDS, 0.5% Na deoxycholate plus protease inhibitors). Chromatin was incubated with anti-HA magnetic beads (Pierce) at 4 °C overnight with gentle rotation. On a magnetic stand, the beads were washed twice with wash buffer 1 (50 mM Tris HCL pH 7.4, 1 M NaCl, 1 mM EDTA, 1% NP- 40, 0.1% SDS, 0.5% Na deoxycholate plus protease inhibitors) and once with wash buffer 2 (20 mM Tris HCL pH 7.4, 10 mM MgCl_2_, 0.2% Tween- 20 plus protease inhibitors). The beads in wash buffer 2 were transferred to a new 1.5-mL Eppendorf tube and placed on a magnetic stand to remove the wash buffer. Decrosslinking was carried out in 1X TE plus 1% SDS, proteinase K, and 400 mM NaCl at 65 °C for 4 h, followed by phenol, chloroform, and isopropyl alcohol precipitation of the DNA. NEBNext Ultra II NEB Library Prep Kit and NEBNext Multiplex oligos for Illumina were used to construct libraries for sequencing. For HA-CTCF ChIP with RNase A treatment, 20 million CTCF^AID2/WT^ cells were grown in triplicate. RNase A (5 μg/mL) was added to the chromatin along with the anti-HA magnetic beads for overnight incubation at 4 °C with gentle rotation (Fig. 2A). For CTCF-ChIP (Fig. 3A), CTCF^AID2/WT^ cells were treated with 1 µM triptolide or DMSO for 8 h concurrent with 5-Ph-IAA and doxycycline treatment. For RNase A ChIP, RNase A treatment conditions were adapted from those previously reported [13, 25]. Cells were permeabilized before fixation by 0.05% TWEEN- 20 in PBS for 10 min on ice, washed once with PBS, and resuspended in PBS plus 1 mg/mL RNase A or mock-treated and rotated for 45 min at room temperature. Each treatment group (+ RNase A, − RNase A) was performed in triplicate. For both triptolide and RNase A ChIP groups, chromatin was prepared as described above. Spike-in antibody and chromatin (Active Motif, 61686 and 53083) along with CTCF antibody (10 µg, Diagenode, C15410210 - 50) were added to the chromatin and incubated at 4 °C overnight with gentle rotation. The next day, pre-washed Protein G beads (Dynabeads, Invitrogen, 10004D) were added and incubated at 4 °C for 4 h with gentle rotation. Washes and elution of DNA were as described above.

### RNA-seq

Trizol (Thermo Fisher Scientific, 15596026) extraction was used to isolate RNA from CTCF^AID2/WT^ and CTCF^AID2/dRBR^ cells treated with 5-Ph-IAA for 6 h to degrade endogenous CTCF-miniAID-mClover and 18 h doxycycline to induce HA tagged CTCF concurrent with 5-Ph-IAA. The Kapa RNA HyperPrep Kit with RiboErase (HMR) was used to prepare cDNA libraries.

### Quantitative real-time PCR

The High-Capacity cDNA Reverse Transcriptase kit (Applied Biosystems, 4374966) was used to make cDNA, and FAST SYBR Green Master Mix was used for real-time qPCR (Applied Biosystems, 4385612) with primers to amplify *CTCF*, *MYC*, *RBM45*, and *GAPDH*. CTCF-F: 5′ TTTGTCTGTTCTAAGTGTGGGAAA3′, CTCF-R: 5′TTAGAGCGCATCTTTCTTTTTCTT- 3′; MYC-F: 5′TCAAGAGGTGCCACGTCTCC3′, MYC-R: 5′TCTTGGCAGCAGGATAGTCCTT3′; RBM45-F: 5′TCACCGAGATGTTGAAGATGA3′, RBM45-R: 5′TCGTACGTAGCCCAAACCTT3′; GAPDH-F: 5′AGGGCTGCTTTTAACTCTGGT3′, GAPDH-R: 5′CCCCACTTGATTTTGGAGGGA 3′. 

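Each of the CTCF primers matched the coding sequence of transcript ENST00000264010 at 1 place. CTCF-F (TTTGTCTGTTCTAAGTGTGGGAAA) matches exon 9, at bases 67662417 to 67662440 of chromosome 16 in GRCh37, in codons 555 to 562. CTCF-R (TTAGAGCGCATCTTTCTTTTTCTT) matches the opposite strand of exon 10 at bases 67663390 to 67663413, in codons 597 to 605. All 24 bases of CTCF-R lie within the coding bases of the residues that Table S4 lists for the dRBR mutant.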

The ^ΔΔ^CT method was used to determine relative expression levels [26].

### ATAC-seq

ATAC-seq was performed following the protocol described previously [27]. Nuclei were isolated from 75,000 cells in duplicate for each sample. Cell pellets were resuspended in 150 µL cold ATAC-RSB +++ buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP- 40, 0.1% TWEEN20, 0.01% digitonin and protease inhibitors) and incubated on ice for 3 min. One milliliter ATAC-RSB + buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% TWEEN20, and protease inhibitors) was added, and samples were centrifuged at 500 rpm for 10 min at 4 °C. The nuclear pellets were resuspended in a 50 µL reaction buffer [final concentration 1X Tagment DNA Buffer (Nextera, FC- 121–1030), 2.5 µL Nextera Tn5 (Nextera, FC- 121–1030)] and incubated at 37 °C for 30 min with 1000 rpm shaking. The Qiagen MinElute PCR purification kit (Qiagen, 28004) was used to purify DNA, and indexing PCR was carried out for 12 cycles with NEBNext HiFi 2X PCR Master Mix (NEB, M0541S) and indexing primers [28]. Agencourt AMPure XP beads (Beckman Coulter, A63881) were used at a 1:3 ratio to purify DNA.

### RNA-seq data analysis

We performed the paired-end 101-cycle sequencing on the NovaSeq 6000 sequencer (Illumina) and analyzed the data using a standard pipeline. Briefly, raw reads were trimmed using TrimGalore (v0.6.3, “–paired –retain_unpaired”) and aligned to the *Homo sapiens* reference genome GRCh37.p13(hg19) using STAR (v2.7.9a) [29]. Gene-level read quantification was performed using RSEM (v1.3.1) on the Gencode annotation v19 [30]. Differential gene expression analysis was conducted using the TMM normalization method (genes with CPM < 1 in all samples were removed) followed by Limma-voom analysis using the “voom,” “lmFit,” and “eBayes” functions from the limma R package [31].

### ChIP-seq data analysis

We performed single-end 51-cycle sequencing on the NovaSeq 6000 sequencer (Illumina). For HA-tag-ChIP-Seq samples, raw reads were trimmed using TrimGalore (v0.6.3) and aligned to the *Homo sapiens* reference genome GRCh37.p13(hg19) using BWA (v0.7.17-r1198). Duplicated and low mapping quality reads were removed using the “bamsormadup” function from the biobambam2 tool (v2.0.87) and samtools (version 1.9, parameter “-q 1 -F 1024”) [32]. The fragment size in each sample was estimated based on the cross-correlation profile calculated from SPP (v1.11). Fragments were extended to fragment size and normalized to 15 million reads to generate bigwig files. Macs2 was used to call peaks using parameters “-g hs –nomodel –extsize < SPP_fragmentSize >.” For spike-in CTCF ChIP-Seq samples, the reads were first aligned to a hybrid-genome constructed from the human GRCh37.p13 genome and the *Drosophila melanogaster* (dm6) after trimming. Human and *Drosophila* reads were then extracted into two separated bam files, and the subsequent analyses followed the same workflow as described above. To identify differential peaks, the reference peaks used for comparisons were generated as follows: For each sample, both “high confidence peaks” (parameter “-q 0.05”) and “low confidence peaks” (parameter “-q 0.5”) were called. Reproducible peaks (called as a high confidence peak in at least one replicate that also overlapped with a low confidence peak in the other replicates) were generated for each cell type. For HA-tag-ChIP-Seq samples, the union of reproducible peaks across cell types was used as reference peaks. For spike-in CTCF ChIP-Seq samples, reproducible peaks within each comparison group were combined as reference peaks for paired comparison. For each reference peak, the number of overlapping ChIP-seq fragments was counted. In spike-in samples, read counts within reference peaks were normalized using spike-in scaling factors as follows: The spike-in read counts for each sample were first normalized by dividing the maximum spike-in read counts across all samples. Then, scaling factors were computed by dividing these normalized values by the geometric mean of all normalized values. The read counts in reference peaks were adjusted by the calculated scaling factors. Differential peaks were identified using the empirical Bayes method from the limma R package. For downstream analyses, both heatmaps and Spearman’s correlation were generated by deepTools [33].

### ATAC-seq data analysis

We performed paired-end 101-cycle sequencing on the NovaSeq 6000 sequencer (Illumina). The reads were trimmed for the Nextera adapter by cutadapt (v1.9, paired-end mode, default parameter with “-m 6 -O 20”) and aligned to the human genome hg19(GRCh37-lite) by BWA (v0.7.12-r1039, default parameter) [34]. The duplicated reads were then marked with biobambam2 (v2.0.87), and only nonduplicated proper paired reads were kept by samtools (parameter “-q 1 -F 1804,” v1.2) [32]. After removing the mitochondrial DNA reads, the rest were classified into four groups, including nucleosome-free reads and nucleosome reads by fragment size. The bigwig files were generated using the center 80-bp fragments and scaled to 20 million nucleosome-free reads. We observed reasonable nucleosome-free peaks and patterns of nucleosome peaks surrounding the nucleosome-free peaks on the Integrative Genomics Viewer (Broad Institute). All samples exhibited double the ENCODE criteria. Therefore, we concluded the data showed enough depth. Given that all samples exhibited more than 20 million fragments, we were confident that most strong peaks were not missed. Peak calling on the nucleosome-free reads was conducted by MACS2 (v2.1.1.20160309, default parameters with “–extsize 200 -nomodel”) [35]. To assure replicability, we first finalized the reproducible peaks for each group as only a retained peak if it was called with a stringent cutoff (macs2 -q 0.05) in one merged sample and was at least called with a lower cutoff (macs2 -q 0.5) in the other merged sample. The reproducible peaks were further merged between the groups to create a final set of reference chromatin-accessible regions. We then counted the nucleosome-free reads from each sample overlapping the reference regions by bedtools (v2.24.0). The reproducibility was optimal because Spearman’s correlation coefficient between the replicates was > 0.9 and more significant than the between-sample variability from different groups. To elucidate the differentially accessible regions (DARs), we normalized the raw nucleosome-free read counts used to trim the mean of the M-value normalization method. We applied empirical Bayes statistical tests after linear fitting from the voom package (R 3.23, edgeR 3.12.1, limma 3.26.9) [31]. When there are no DARs defined by FDR-corrected *P* value < 0.05 (Benjamini–Hochberg procedure) and fold change > 2, we relax the cutoff to *P* value < 0.05 and fold change > 2 for the UpSet plot and heatmap.

## Supplementary Information

Additional file 1. Supplementary Figures S1–S4.

Additional file 2. Table S1 Statistical overview of ChIP-seq data analysis.

Additional file 3. Table S2 Reproducible ATAC-seq peak information

Additional file 4. 

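Table S3 holds the authors' fold changes, FDR values and expression levels for each gene. Of its 13704 genes for the second assay, 1997 were used here, so the comparison covers part of the table. For 1840 genes of that part, matched by symbol to a single tested gene, the log2 fold change computed here from the deposited counts by limma-voom was set against the paper's. The median absolute difference was 0.0053, the largest was 0.04, and all 1840 had the same sign. The largest adjusted p of these genes by limma-voom was 0.182, so genes with a larger adjusted p were not compared. The smallest FDR in the compared part is the paper's 0.105791, beside 0.0959 in the fit to the deposited counts. The paper's expression levels differed from the deposited TPM by 1 constant factor per library. The factors were 2.18, 1.82 and 1.25 for CTCF-WT replicates 1, 2 and 3, and 1.08, 1.15 and 1.44 for CTCF-dRBR replicates 1, 2 and 3. Around each factor the SD of the log2 ratio over genes was between 0.00042 and 0.00047.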

Table S3 Data summary of RNA-seq analysis collected in this study.

Additional file 5. Table S4 Statistical analysis across different studies.

Additional file 6. Q-PCR raw data.

Additional file 7. Immunoblotting raw data.

Additional file 8. Review history.

## Data Availability

Data generated in this study, including total RNA-seq, ChIP-seq, and ATAC-seq, were deposited at NCBI GEO as GSE261176, GSE261179, GSE281633, and GSE288854 [36–39] for public access. Additional files 2–4: Tables S1–S3 summarize processed data for ChIP-seq peak, ATAC-seq peak, and RNA-expression profiling. Code repositories collected at figshare included RNA-seq, ChIP-seq, and ATAC-seq [40]. Previously public data used in this study includes GSE205311 and GSE205408 [41, 42].

## References

[1] Hyle J, Zhang Y, Wright S, Xu B, Shao Y, Easton J, Tian L, Feng R, Xu P, Li C. Acute depletion of CTCF directly affects MYC regulation through loss of enhancer-promoter looping. Nucleic Acids Res. 2019;47:6699–713.31127282 10.1093/nar/gkz462PMC6648894

[2] Xu B, Wang H, Wright S, Hyle J, Zhang Y, Shao Y, Niu M, Fan Y, Rosikiewicz W, Djekidel MN, et al. Acute depletion of CTCF rewires genome-wide chromatin accessibility. Genome Biol. 2021;22:244.34429148 10.1186/s13059-021-02466-0PMC8386078

[3] Nora EP, Goloborodko A, Valton AL, Gibcus JH, Uebersohn A, Abdennur N, Dekker J, Mirny LA, Bruneau BG. Targeted degradation of CTCF decouples local insulation of chromosome domains from genomic compartmentalization. Cell. 2017;169:930-944.e922.28525758 10.1016/j.cell.2017.05.004PMC5538188

[4] Lobanenkov VV, Nicolas RH, Adler VV, Paterson H, Klenova EM, Polotskaja AV, Goodwin GH. A novel sequence-specific DNA binding protein which interacts with three regularly spaced direct repeats of the CCCTC-motif in the 5′-flanking sequence of the chicken c-myc gene. Oncogene. 1990;5:1743–53.2284094

[5] Klenova EM, Nicolas RH, Paterson HF, Carne AF, Heath CM, Goodwin GH, Neiman PE, Lobanenkov VV. CTCF, a conserved nuclear factor required for optimal transcriptional activity of the chicken c-myc gene, is an 11-Zn-finger protein differentially expressed in multiple forms. Mol Cell Biol. 1993;13:7612–24.8246978 10.1128/mcb.13.12.7612-7624.1993PMC364833

[6] Ong C-T, Corces VG. CTCF: an architectural protein bridging genome topology and function. Nat Rev Genet. 2014;15:234–46.24614316 10.1038/nrg3663PMC4610363

[7] Ong C-T, Corces VG. Enhancer function: new insights into the regulation of tissue-specific gene expression. Nat Rev Genet. 2011;12:283–93.21358745 10.1038/nrg2957PMC3175006

[8] Phillips JE, Corces VG. CTCF: master weaver of the genome. Cell. 2009;137:1194–211.19563753 10.1016/j.cell.2009.06.001PMC3040116

[9] Pombo A, Dillon N. Three-dimensional genome architecture: players and mechanisms. Nat Rev Mol Cell Biol. 2015;16:245–57.25757416 10.1038/nrm3965

[10] Rowley MJ, Corces VG. Organizational principles of 3D genome architecture. Nat Rev Genet. 2018;19:789–800.30367165 10.1038/s41576-018-0060-8PMC6312108

[11] Hyle J, Djekidel MN, Williams J, Wright S, Shao Y, Xu B, Li C. Auxin-inducible degron 2 system deciphers functions of CTCF domains in transcriptional regulation. Genome Biol. 2023;24:14.36698211 10.1186/s13059-022-02843-3PMC9878928

[12] Oksuz O, Henninger JE, Warneford-Thomson R, Zheng MM, Erb H, Vancura A, Overholt KJ, Hawken SW, Banani SF, Lauman R, et al. Transcription factors interact with RNA to regulate genes. Mol Cell. 2023;83(2449–2463):e2413.10.1016/j.molcel.2023.06.012PMC1052984737402367

[13] Saldana-Meyer R, Rodriguez-Hernaez J, Escobar T, Nishana M, Jacome-Lopez K, Nora EP, Bruneau BG, Tsirigos A, Furlan-Magaril M, Skok J, Reinberg D. RNA interactions are essential for CTCF-mediated genome organization. Mol Cell. 2019;76(412–422):e415.10.1016/j.molcel.2019.08.015PMC719584131522988

[14] Oh HJ, Aguilar R, Kesner B, Lee HG, Kriz AJ, Chu HP, Lee JT. Jpx RNA regulates CTCF anchor site selection and formation of chromosome loops. Cell. 2021;184(6157–6173):e6124.10.1016/j.cell.2021.11.012PMC867137034856126

[15] Kung JT, Kesner B, An JY, Ahn JY, Cifuentes-Rojas C, Colognori D, Jeon Y, Szanto A, del Rosario BC, Pinter SF, et al. Locus-specific targeting to the X chromosome revealed by the RNA interactome of CTCF. Mol Cell. 2015;57:361–75.25578877 10.1016/j.molcel.2014.12.006PMC4316200

[16] Wei C, Jia L, Huang X, Tan J, Wang M, Niu J, Hou Y, Sun J, Zeng P, Wang J, et al. CTCF organizes inter-A compartment interactions through RYBP-dependent phase separation. Cell Res. 2022;32:744–60.35768498 10.1038/s41422-022-00676-0PMC9343660

[17] Lee R, Kang MK, Kim YJ, Yang B, Shim H, Kim S, Kim K, Yang CM, Min BG, Jung WJ, et al. CTCF-mediated chromatin looping provides a topological framework for the formation of phase-separated transcriptional condensates. Nucleic Acids Res. 2022;50:207–26.34931241 10.1093/nar/gkab1242PMC8855298

[18] Hansen AS, Hsieh TS, Cattoglio C, Pustova I, Saldana-Meyer R, Reinberg D, Darzacq X, Tjian R. Distinct classes of chromatin loops revealed by deletion of an RNA-binding region in CTCF. Mol Cell. 2019;76(395–411):e313.10.1016/j.molcel.2019.07.039PMC725192631522987

[19] Guo JK, Blanco MR, Walkup WGt, Bonesteele G, Urbinati CR, Banerjee AK, Chow A, Ettlin O, Strehle M, Peyda P, et al. Denaturing purifications demonstrate that PRC2 and other widely reported chromatin proteins do not appear to bind directly to RNA in vivo. Mol Cell. 2024;84(1271-1289):e1210.1016/j.molcel.2024.01.026PMC1099748538387462

[20] Lee Y, Blum R, Rosenberg M, Lee JT. Re-analysis of CLAP data affirms PRC2 as an RNA binding protein. bioRxiv. 2024.

[21] Titov DV, Gilman B, He QL, Bhat S, Low WK, Dang Y, Smeaton M, Demain AL, Miller PS, Kugel JF, et al. XPB, a subunit of TFIIH, is a target of the natural product triptolide. Nat Chem Biol. 2011;7:182–8.21278739 10.1038/nchembio.522PMC3622543

[22] Wang Y, Lu JJ, He L, Yu Q. Triptolide (TPL) inhibits global transcription by inducing proteasome-dependent degradation of RNA polymerase II (Pol II). PLoS ONE. 2011;6: e23993.21931633 10.1371/journal.pone.0023993PMC3172214

[23] Shao W, Zeitlinger J. Paused RNA polymerase II inhibits new transcriptional initiation. Nat Genet. 2017;49:1045–51.28504701 10.1038/ng.3867

[24] Yesbolatova A, Saito Y, Kitamoto N, Makino-Itou H, Ajima R, Nakano R, Nakaoka H, Fukui K, Gamo K, Tominari Y, et al. The auxin-inducible degron 2 technology provides sharp degradation control in yeast, mammalian cells, and mice. Nat Commun. 2020;11:5701.33177522 10.1038/s41467-020-19532-zPMC7659001

[25] Beltran M, Yates CM, Skalska L, Dawson M, Reis FP, Viiri K, Fisher CL, Sibley CR, Foster BM, Bartke T, et al. The interaction of PRC2 with RNA or chromatin is mutually antagonistic. Genome Res. 2016;26:896–907.27197219 10.1101/gr.197632.115PMC4937559

[26] Schmittgen TD, Livak KJ. Analyzing real-time PCR data by the comparative C(T) method. Nat Protoc. 2008;3:1101–8.18546601 10.1038/nprot.2008.73

[27] Corces MR, Trevino AE, Hamilton EG, Greenside PG, Sinnott-Armstrong NA, Vesuna S, Satpathy AT, Rubin AJ, Montine KS, Wu B, et al. An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat Methods. 2017;14:959–62.28846090 10.1038/nmeth.4396PMC5623106

[28] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods. 2013;10:1213–8.24097267 10.1038/nmeth.2688PMC3959825

[29] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29:15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[30] Harrow J, Frankish A, Gonzalez JM, Tapanari E, Diekhans M, Kokocinski F, Aken BL, Barrell D, Zadissa A, Searle S, et al. GENCODE: the reference human genome annotation for the ENCODE Project. Genome Res. 2012;22:1760–74.22955987 10.1101/gr.135350.111PMC3431492

[31] Law CW, Chen Y, Shi W, Smyth GK. voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol. 2014;15:R29.24485249 10.1186/gb-2014-15-2-r29PMC4053721

[32] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R. Genome Project Data Processing S: The Sequence Alignment/Map format and SAMtools. Bioinformatics (Oxford, England). 2009;25:2078–9.19505943 10.1093/bioinformatics/btp352PMC2723002

[33] Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016;44:W160-165.27079975 10.1093/nar/gkw257PMC4987876

[34] Li H, Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics (Oxford, England). 2009;25:1754–60.19451168 10.1093/bioinformatics/btp324PMC2705234

[35] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9:R137.18798982 10.1186/gb-2008-9-9-r137PMC2592715

[36] Hyle J, Nadhir Djekidel M, Rosikiewicz W, Xu B, Li C. Deciphering the role of RNA in regulating CTCF’s DNA binding affinity in leukemia cells [CTCF-HA-ChIP]. 2024. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261176. GSE26117610.1186/s13059-025-03582-xPMC1206794740355969

[37] Hyle J, Nadhir Djekidel M, Rosikiewicz W, Xu B, Li C. Deciphering the role of RNA in regulating CTCF’s DNA binding affinity in leukemia cells [ATAC-seq]. 2024. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261179. GSE261179.10.1186/s13059-025-03582-xPMC1206794740355969

[38] Hyle J, Nadhir Djekidel M, Rosikiewicz W, Xu B, Li C. Deciphering the role of RNA in regulating CTCF’s DNA binding affinity in leukemia cells [CTCF-ChIP]. 2024. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281633. GSE281633.10.1186/s13059-025-03582-xPMC1206794740355969

[39] Hyle J, Nadhir Djekidel M, Rosikiewicz W, Xu B, Li C. Deciphering the role of RNA in regulating CTCF’s DNA binding affinity in leukemia cells [RNA-Seq.New]. 2024. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288854. GSE288854. 10.1186/s13059-025-03582-xPMC1206794740355969

[40] Xu B, Djekidel N, Li C, Williams J. St Jude Center for Applied Bioinformatics General Pipelines. figshare. Collection. 2022. 10.6084/m9.figshare.c.6186670 .

[41] Hyle J, Nadhir Djekidel M, Williams J, Wright S, Shao Y, Xu B, Li C. Auxin-inducible degron 2 system deciphers functions of CTCF domains in transcriptional regulation [RNA-Seq]. 2022. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205311 . GSE205311.10.1186/s13059-022-02843-3PMC987892836698211

[42] Hyle J, Nadhir Djekidel M, Williams J, Wright S, Shao Y, Xu B, Li C. Advanced auxin-inducible degron system deciphers unique functions of CTCF in transcriptional regulation [ChIP-seq]. 2022. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205408 . GSE205408.10.1186/s13059-022-02843-3PMC987892836698211

# Supplementary material for: Deciphering the role of RNA in regulating CTCF’s DNA binding affinity in leukemia cells
**Source:** Genome Biol. 2025 May 12;26:126. doi: 10.1186/s13059-025-03582-x

Acquisition Information

| # | Image ID   | Acquire Time            | Channels | Integration Times | Analysis | Image Name | Comment |
|---|------------|-------------------------|----------|-------------------|----------|------------|---------|
| 1 | 0000653_02 | Dec 1, 2021 11:12:54 AM | Chemi    | 02:05             | Manual   | 0000653_02 |         |

Image Display Values

| Channel | Color                       | Minimum   | Maximum  | K    |
|---------|-----------------------------|-----------|----------|------|
| Chemi   | Gray Scale (Black on White) | 0.0000201 | 0.000703 | 0.09 |

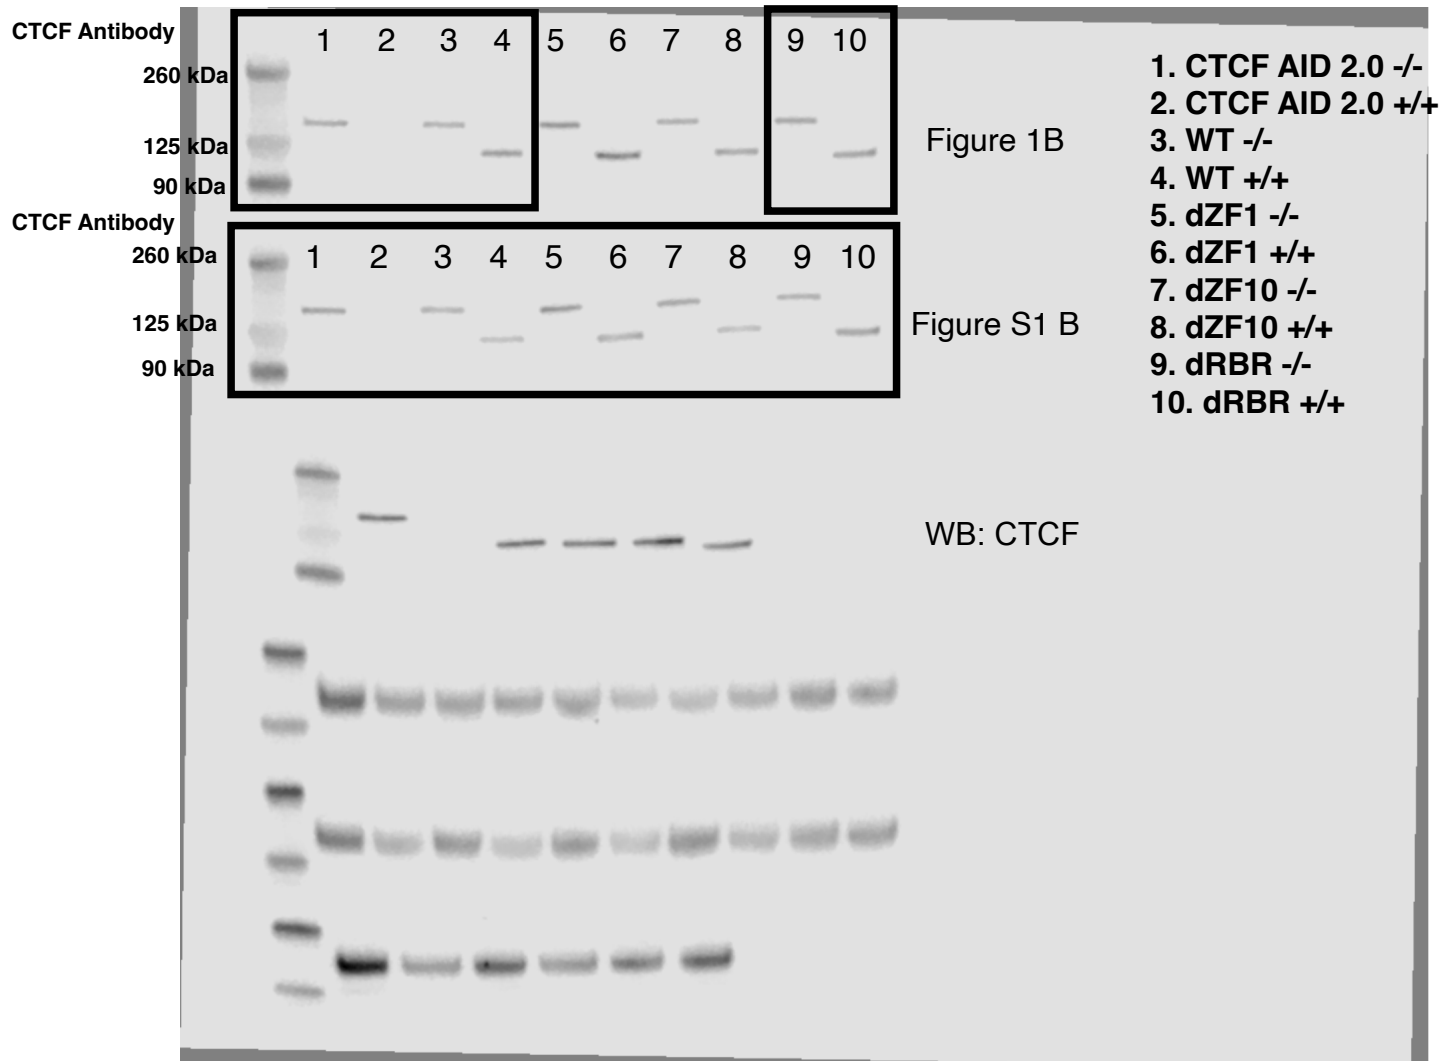

Acquisition Information

| # | Image ID   | Acquire Time            | Channels | Integration Times | Analysis | Image Name | Comment |
|---|------------|-------------------------|----------|-------------------|----------|------------|---------|
| 1 | 0000654_02 | Dec 1, 2021 11:19:53 AM | Chemi    | 02:05             | Manual   | 0000654_02 |         |

Image Display Values

| Channel | Color                       | Minimum     | Maximum  | K |
|---------|-----------------------------|-------------|----------|---|
| Chemi   | Gray Scale (Black on White) | 0.000000775 | 0.000960 | 0 |

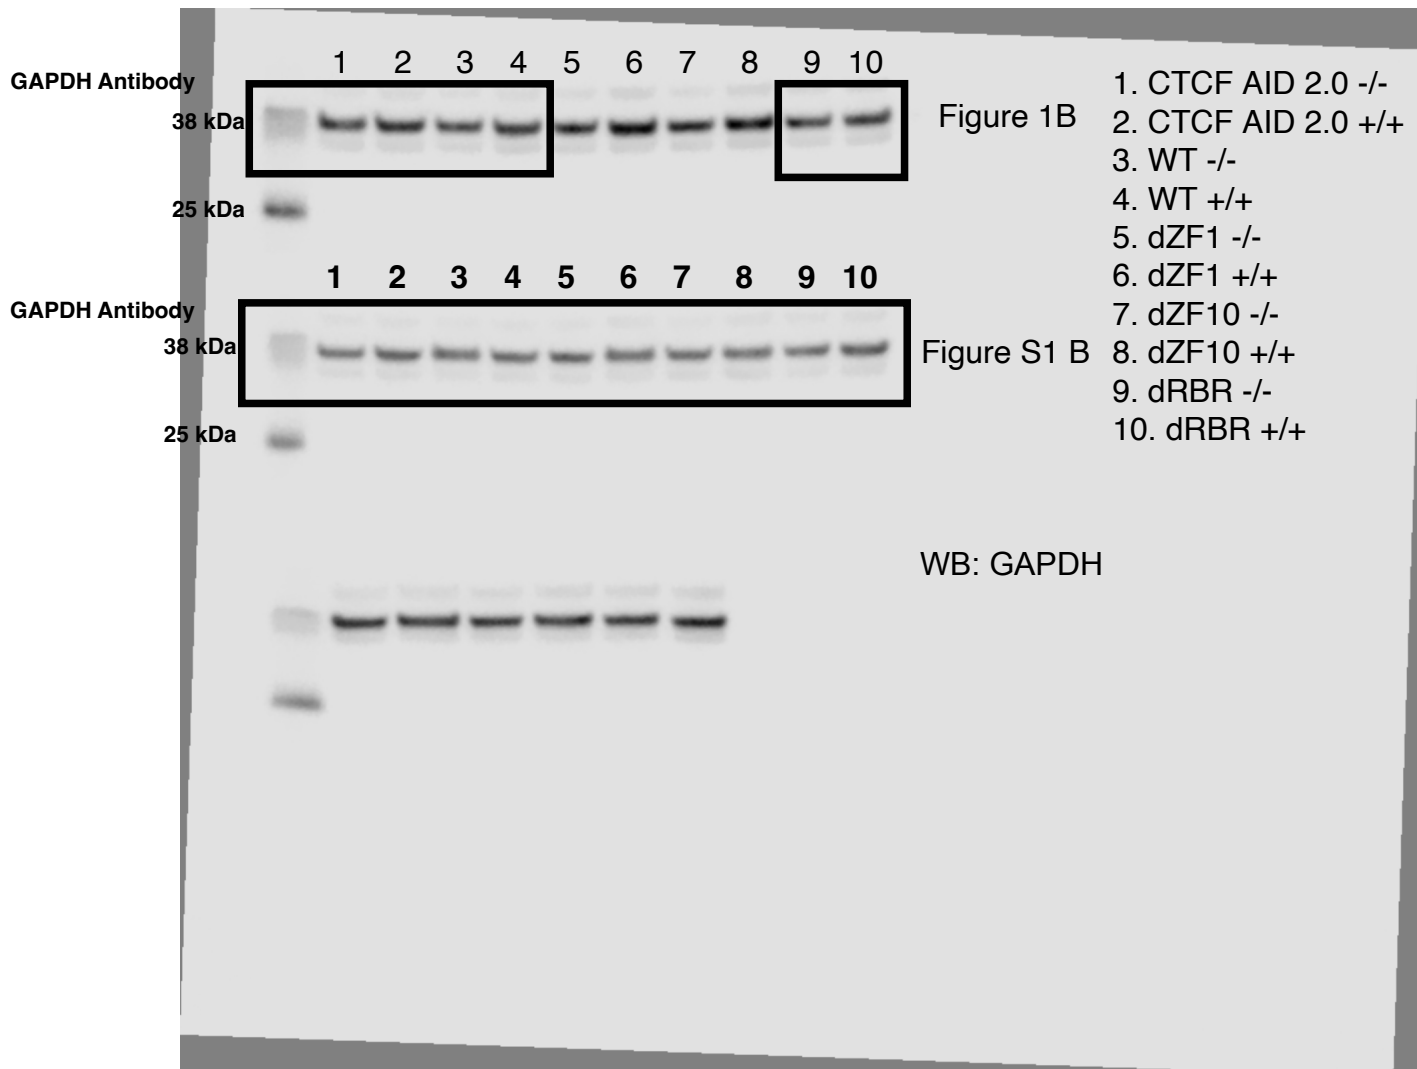

Gel Image

**Figure 2 C**

**QC of RNA seq Library**

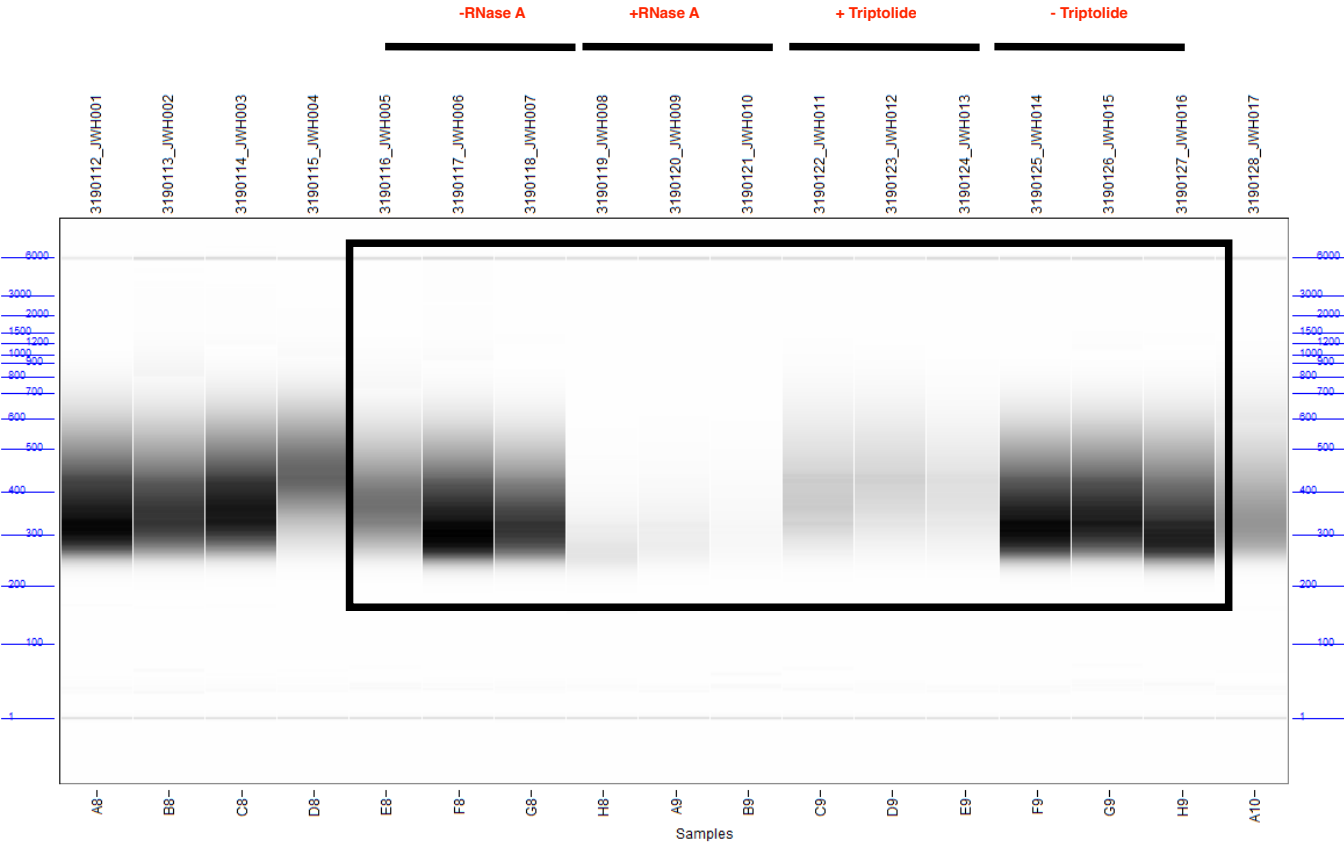

Acquisition Information

| # | Image ID   | Acquire Time             | Channels | Integration Times | Analysis | Image Name | Comment |
|---|------------|--------------------------|----------|-------------------|----------|------------|---------|
| 1 | 0004365_02 | Sep 19, 2024 10:42:29 AM | Chemi    | 02:00             | Manual   | 0004365_02 |         |

Image Display Values

| Channel | Color                       | Minimum   | Maximum | K |
|---------|-----------------------------|-----------|---------|---|
| Chemi   | Gray Scale (Black on White) | 0.0000121 | 0.00446 | 0 |

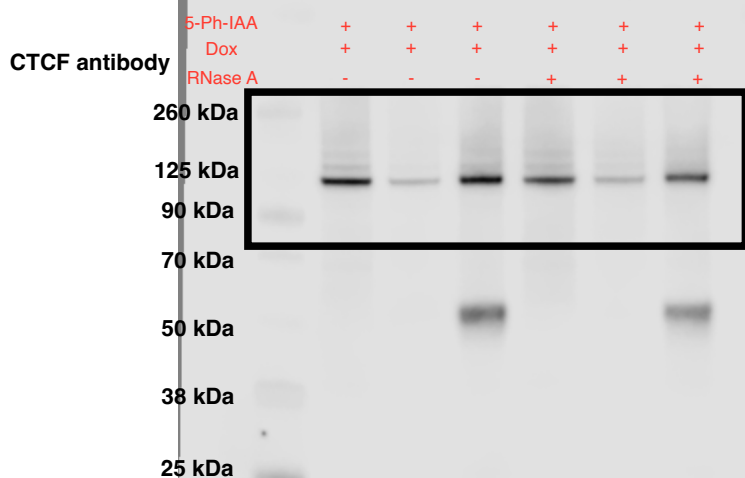

Supplementary Figure S2F

Rep 3

Acquisition Information

| # | Image ID   | Acquire Time            | Channels | Integration Times | Analysis | Image Name | Comment | Image Modifications |
|---|------------|-------------------------|----------|-------------------|----------|------------|---------|---------------------|
| 1 | 0004347_01 | Sep 13, 2024 9:29:33 AM | Chemi    | 02:00             | Manual   | 0004347_01 |         |                     |

Image Display Values

| Channel | Color                       | Minimum    | Maximum | K    |
|---------|-----------------------------|------------|---------|------|
| Chemi   | Gray Scale (Black on White) | 0.00000125 | 0.00322 | 0.04 |

|          |   |   |   |   |   |   |
|----------|---|---|---|---|---|---|
| 5-Ph-IAA | + | + | + | + | + | + |
| Dox      | + | + | + | + | + | + |
| RNase A  | - | - | - | + | + | + |

CTCF antibody

260 kDa  
125 kDa  
90 kDa  
70 kDa  
50 kDa  
38 kDa  
25 kDa

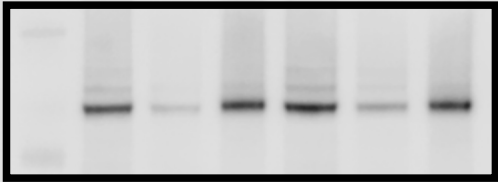

Rep 1

Supplementary Figure S2F

Acquisition Information

| # | Image ID   | Acquire Time            | Channels | Integration Times | Analysis | Image Name | Comment | Image Modifications |
|---|------------|-------------------------|----------|-------------------|----------|------------|---------|---------------------|
| 1 | 0004361_01 | Sep 18, 2024 9:02:41 AM | Chemi    | 02:00             | Manual   | 0004361_01 |         |                     |

Image Display Values

| Channel | Color                       | Minimum    | Maximum | K |
|---------|-----------------------------|------------|---------|---|
| Chemi   | Gray Scale (Black on White) | 0.00000364 | 0.00299 | 0 |

|               |            |   |   |   |   |   |   |   |   |
|---------------|------------|---|---|---|---|---|---|---|---|
| 5-Ph-IAA      | +          | + | + | + | + | + | + | + | + |
| Dox           | +          | + | + | + | + | + | + | + | + |
| CTCF antibody | Triptolide | - | - | - | + | + | + | + | + |

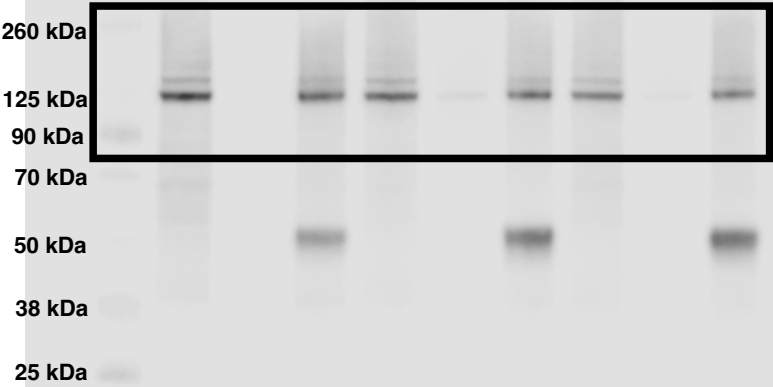

Supplementary Figure S2G  
Rep 2/Rep3

|               |         |   |   |   |   |   |
|---------------|---------|---|---|---|---|---|
| 5-Ph-IAA      | +       | + | + | + | + | + |
| Dox           | +       | + | + | + | + | + |
| CTCF antibody | RNase A | - | - | - | + | + |

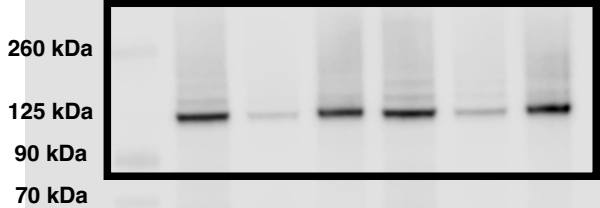

Supplementary Figure S2F

Rep2

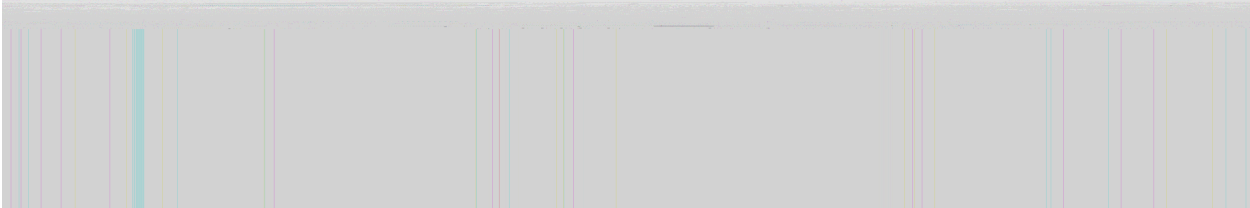

Acquisition Information

| # | Image ID   | Acquire Time            | Channels | Integration Times | Analysis | Image Name | Comment | Image Modifications |
|---|------------|-------------------------|----------|-------------------|----------|------------|---------|---------------------|
| 1 | 0004346_01 | Sep 13, 2024 9:24:56 AM | Chemi    | 02:00             | Manual   | 0004346_01 |         |                     |

Image Display Values

| Channel | Color                       | Minimum    | Maximum | K |
|---------|-----------------------------|------------|---------|---|
| Chemi   | Gray Scale (Black on White) | 0.00000632 | 0.00248 | 0 |

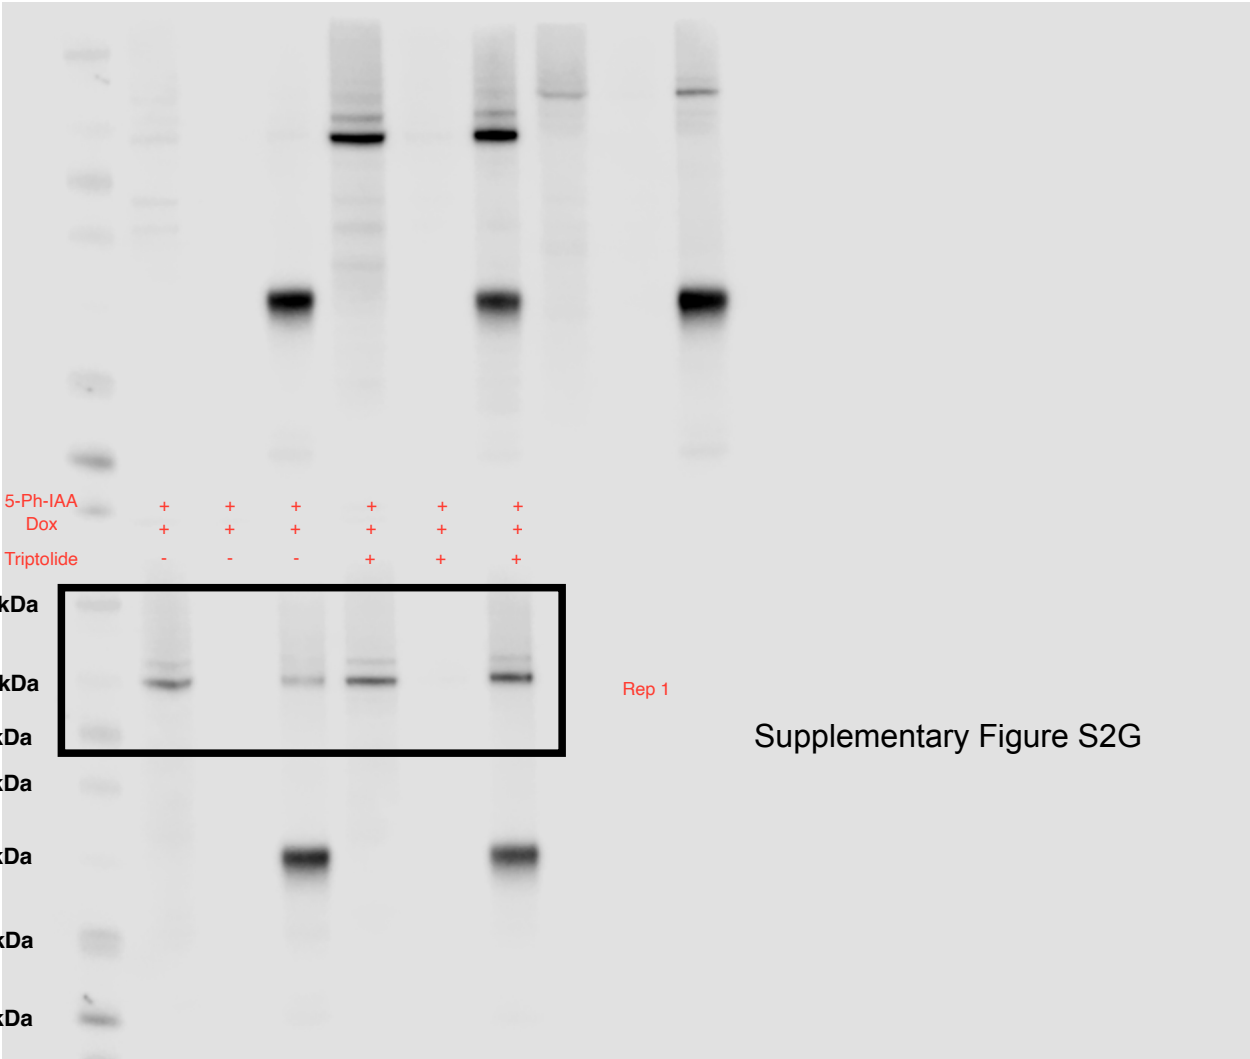

**Supplement:** Supplementary file 7 — Additional file 7. Immunoblotting raw data.

How the deposited data were processed for this re-analysis (not part of the article)

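Total RNA from 3 CTCF-WT and 3 CTCF-dRBR libraries of SEM cells, the second RNA-seq assay of the study, was analyzed. The authors trimmed the reads with TrimGalore, aligned them to GRCh37 with STAR and quantified the genes of the Gencode annotation with RSEM. The deposited expected counts are RSEM's estimates of the reads from each gene, not normalized and not all whole numbers. The deposited TPM were divided by effective gene length and scaled by the authors to the same total in each library over all genes, small RNAs included. Protein-coding genes held between 30.3% and 63.2% of the TPM of a library, and between 82.5% and 92.1% of its expected counts. Total counts ranged from 51732177 to 53166735 in CTCF-WT (median 52627862) and from 30034505 to 50457168 in CTCF-dRBR (median 48912209). The ChIP-seq, the ATAC-seq and the first RNA-seq assay were not analyzed here.

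From the expected counts, genes under 1 CPM in every library were removed, which left 14044 of 57820 genes. The counts were normalized by TMM in edgeR (version 4.0.16) and compared by limma-voom (limma version 3.58.1, R version 4.3.3) without covariates, as the methods of the paper describe. Tests were two-sided and adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. CPM printed for single genes are TMM-normalized. Single values of 3 libraries against 3 were compared by an exact permutation test of the difference in means, for which the smallest p is 0.1. A rule set before the data were examined chose the genes to name. These were the genes named in the text, the genes that Table S3 lists past FDR < 0.05 in the first assay, and, in each direction, the 5 genes with the smallest unadjusted p among those with a mean TPM of at least 1 and no overlap between the groups.

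Gene coordinates, overlaps, GC content and length came from a Gencode annotation lifted to GRCh37 and from the GRCh37 genome, matched by Ensembl identifier without its version. GC content was found for 13654 of the genes tested (97.2%). To remove a GC or length trend, the deviation of each library's log2 CPM from the mean of the 6 libraries was fitted by loess (span 0.5, degree 2) over the gene property and subtracted on the log scale. The CPM used for this had a prior count of 1. The residues of the RBR came from Table S4, and their bases from the reference transcript of CTCF.

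The alternatives were edgeR's quasi-likelihood test, DESeq2 (version 1.42.0), voomWithQualityWeights, robust eBayes, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), other normalizations and filters, leaving out each library in turn, the replicate number as a block, and removal of the GC or length trend. Gene families defined by symbol were tested with camera in limma at a preset correlation of 0.01, with fry and with an estimated correlation. Rounded counts were used for edgeR and DESeq2. The fits by limma-voom, edgeR and DESeq2, voomWithQualityWeights, the replicate block, limma-trend (there on log2(CPM + 1)) and removal of the GC trend were tested on simulated counts with 200 genes changed by a known factor. The other alternatives were not tested in this way. Of the genes changed 4-fold at the spread of all 6 libraries, limma-voom recovered 85.2% with 9 false calls, edgeR recovered 84.7% with 7, and DESeq2 recovered 94.4% with 56. At the spread of the libraries other than CTCF-dRBR replicate 1, limma-voom recovered 160 of 197 genes changed 2-fold (81.2%) in counts without a GC trend. In counts with a GC trend it recovered 42 of 195 (21.5%), and 157 of 195 (80.5%) after the trend was removed. At the spread of all 6 libraries, these numbers were 1 of 195, 0 of 197 and 25 of 197. The spreads were estimated from counts with their GC variation, and the added trend was that of all 6 libraries. Recovery in counts with the added trend can therefore be too low. When 1 of 8 families was raised 1.5-fold in simulated counts, camera called that family and 0 others. Figures were drawn with matplotlib (version 3.10.9).

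The name of the deposited tables marks the values as stranded, but the methods do not state how the counting used the strand, so genes with an overlapping gene on the other strand are named with it. Counts from the endogenous and the induced CTCF were not separated. Spike-in sequences had no counts and were not used.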

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

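The technical tests in this part were chosen before their own results were seen.

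In 2806 genes, 20.0% of those tested, every CTCF-dRBR library had a higher CPM than every CTCF-WT library, where chance gives 5% in one direction for 3 libraries against 3. These genes stand out because they form a signal above the level of the CTCF-WT controls, mostly in genes that the paper does not discuss. The separation went both ways, since in 2459 genes every CTCF-dRBR library was below every CTCF-WT library, where chance again gives 5%. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one. The next split gave 2708. It puts CTCF-WT replicates 1 and 2 with CTCF-dRBR replicate 3, the libraries whose deviation in log2 CPM from the mean of the 6 libraries correlated most positively with GC content (Spearman's rho across genes 0.704, 0.67 and 0.504, against 0.334, −0.414 and −0.775 in the others). A share of splits under 0.1 cannot be reached with 10 splits, so the pattern cannot be told apart from a grouping of the libraries by chance on this count alone.

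GC content, gene length, depth and a few abundant genes were each tested as the whole cause. With the GC trend removed from every library, the share of genes was 18.9% (2581 of 13654), which argues against GC content as the whole cause. Removing the length trend instead gave 18.65% (2547 of 13654), which argues against length. Thinning all libraries to the smallest total left 19.3% (2710 genes), which argues against depth. Leaving out the 20 genes with the largest mean counts and all genes that are not protein-coding, with CPM computed and filtered again on the remaining counts, gave 19.67% (2340 of 11898 genes), which argues against a few abundant genes. The loss of the RBR, which the design varies, stays open, and so does any difference between the libraries that falls along the groups and is not in the labels. Contamination and differences between clones were not tested.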

How the results depend on the processing

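The alternatives were chosen before the data were examined, apart from the following, chosen after seeing the data: protein-coding genes only, removal of the GC trend without CTCF-dRBR replicate 1, edgeR's quasi-likelihood test without that library or with the GC trend removed, and TPM rescaled over protein-coding genes or to the scale of Table S3. Of the tests on other splits, those for limma-voom with and without removal of the GC trend were chosen after the result was seen. Where a value changed, the cause was not tested unless it is given.

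The count of 0 genes past FDR < 0.05 held with edgeR's quasi-likelihood test, DESeq2's size factors, upper quartile or no normalization beyond library size, all 3 other filters, robust eBayes, removal of the length trend and protein-coding genes only, with 3143 to 5392 genes at an unadjusted p under 0.05. It was 1619 with DESeq2 (756 higher, 863 lower), 9583 with voomWithQualityWeights (4561 higher, 5022 lower), 1286 with the GC trend removed (576 higher, 710 lower), 28 on log2(TPM + 1) and 85 on log2(TPM + 0.1). The 6 fits that each left out one library gave 0 to 535 genes, with 535 without CTCF-dRBR replicate 1 and 0 in the others. At FDR < 0.1 there were 192 genes, and 3760 at FDR < 0.2, by construction of the threshold. Without CTCF-dRBR replicate 1, 3214 genes passed with the GC trend removed and 561 with edgeR, and with all libraries 1210 passed with edgeR and the GC trend removed. The count with the GC trend removed also rested on single libraries. It was 0 without CTCF-WT replicate 1, CTCF-WT replicate 2 or CTCF-dRBR replicate 2 (2658, 2581 and 3109 genes at an unadjusted p under 0.05), 1 without CTCF-dRBR replicate 3 and 710 without CTCF-WT replicate 3.

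By limma-voom, the real split gave 0 genes past FDR < 0.05, with or without a fold change over 2, so that all 10 splits of the 6 libraries had to give at least as many and the comparison decides nothing. The other splits gave 0 to 2 genes. Only the real split, 1 of 10, gave as many with the GC trend removed, with DESeq2 and with voomWithQualityWeights. The largest count in any other split was 1 with the GC trend removed and 26 with DESeq2. With voomWithQualityWeights, the next splits gave 6955 and 3019 genes, so this setting also called many genes when the libraries were split otherwise. In simulated counts at the spread of all 6 libraries, DESeq2 called 57 unchanged genes beside 110 of 195 changed 2-fold.

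Genes past FDR < 0.05 with a fold change over 2 numbered 0 with all the alternatives above that gave 0 genes, 337 with DESeq2, 1048 with voomWithQualityWeights, 142 with the GC trend removed, and 28 and 85 on the TPM scales. They numbered 0 to 111 when one library was left out, with 111 without CTCF-dRBR replicate 1, 168 with the GC trend also removed and 108 with edgeR. With edgeR and the GC trend removed there were 137.

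The 3569 genes at an unadjusted p under 0.05 became 5392 without a filter, where 38604 genes were tested, 10030 with voomWithQualityWeights and 5437 with the GC trend removed and CTCF-dRBR replicate 1 left out. They ranged from 1425 (without CTCF-WT replicate 1) to 5732 (without CTCF-dRBR replicate 3) when one library was left out. Of the 10 splits, 1 gave as many, the real one, and the next gave 2169, with CTCF-WT replicates 1 and 2 and CTCF-dRBR replicate 3 on one side. Their balance depended on the scaling, with 2363 higher and 1321 lower at library size only, 2181 and 1504 with upper quartile, 2940 and 239 on log2(TPM + 1) and 3074 and 272 on log2(TPM + 0.1). The TPM scales moved the median of all genes by 0.44 and 0.56.

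The replicate numbers did not pair the libraries, since the deviations of same-numbered libraries from their group means correlated at −0.341, 0.0993 and −0.471 across genes. With replicate number as a block, 0 genes passed FDR < 0.05 and 1423 had an unadjusted p under 0.05. With the block and the GC trend removed, 0 passed and 2969 had an unadjusted p under 0.05.

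The log2 fold change of *MYC* was negative under all alternatives except limma-trend on TPM (0.20 and 0.21), and ranged from −0.47 to −0.09 when one library was left out. The difference in *MYC* TPM reversed to −38.9 as TMM-normalized CPM, −20.8 with TPM scaled over protein-coding genes and −15.9 on the scale of Table S3, and lay between 1.46 and 19.6 when one library was left out. The log2 fold change of *RBM45* reversed with the GC trend removed (−0.11), with the block and the GC trend removed (−0.12), with the GC trend removed and CTCF-dRBR replicate 1 left out (−0.087) and with edgeR and the GC trend removed (−0.12), and otherwise lay between 0.09 and 0.77. *CTCF* was higher under every alternative and passed FDR < 0.05 with voomWithQualityWeights alone (0.30). None of the 10 genes with the smallest p reversed under any alternative, and 72 of their 258 values passed FDR < 0.05 where the reported one did not. *UQCR11* reversed without a filter (−0.0089), and its values with one library left out ran from −0.16 (without CTCF-dRBR replicate 3) to 0.31, with −0.05 without CTCF-WT replicate 1. Its largest value was 0.86, with the GC trend removed. The entry ENSG00000257411.1, absent from CTCF-dRBR replicate 1, reversed with edgeR (0.33), DESeq2 (0.32), voomWithQualityWeights (2.32), the block (0.27), the block with the GC trend removed (0.42), the GC trend removed without CTCF-dRBR replicate 1 (1.28), edgeR without it (0.89) and edgeR with the GC trend removed (0.32), and ran from −2.94 to 1.32 (without CTCF-dRBR replicate 1) when one library was left out.

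Of the 8 gene families, 7 passed with camera at a preset correlation, and 7 passed in each of the 6 fits that left out one library. These were not the same 7 without CTCF-dRBR replicate 1, where the small nucleolar RNAs lost the call and the mitochondrially encoded genes gained it. The number was 2 with an estimated correlation and 3 with fry. With the length trend removed it was 4 of 7, without histone genes, for which this check is void. Of 94 values of single families over the alternatives, 13 changed call, 12 of them losing it and 1 gaining it. These came with an estimated correlation, with fry, with the length trend removed and without CTCF-dRBR replicate 1. A total of 3 counts corresponds to 0.0999 CPM in CTCF-dRBR replicate 1 and to at most 0.0613 CPM in the other libraries, below the threshold of 1 CPM. Whether depth limits the genes near that threshold was not tested.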

Differences from the paper's values

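The level of *MYC* is lower in CTCF-dRBR than in CTCF-WT in Fig. 4F, with about 88 against about 100 in the paper's plot, read by eye. The deposited TPM, a different scale, go the other way, with a mean of 71.5 in CTCF-dRBR and 62.9 in CTCF-WT. Since a constant per library links them to the levels in Table S3, this reversal is a difference of scale. On the scale of the expression levels in Table S3, reached by multiplying the TPM of each library by a constant, the means were 88.3 and 104. TMM-normalized counts, an alternative set before the data were examined, gave 186 and 225 CPM, also lower in CTCF-dRBR. For *RBM45*, the paper's plot shows about 12 in CTCF-dRBR and about 9.8 in CTCF-WT (Fig. 4F, read by eye), and the scale of Table S3 gave 11.9 and 9.74. The multiplication by the constants of Table S3 was chosen after seeing the values.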

Other observations

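The following tests were chosen only after the result they address was seen: the GC and length tests of CTCF-dRBR replicate 1, the GC test of the genes called without it, the length test of the gene families, and the test of *MYC* TPM. The comparison with CTCF-dRBR replicate 3 alone was added once the first test for a mislabelled sample had been read, before its own result was seen.

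CTCF-dRBR replicate 1 lay apart from the other 5 libraries. Its median absolute deviation in log2 CPM from the mean of the others was 0.552, and the highest of the other 5 was 0.308. Its total of 30034505 counts was also the lowest. The deviation followed GC content across genes (Spearman's rho −0.775), which is consistent with GC bias as a candidate source of part of the difference. With the GC trend removed, the deviation was 0.294, still above the highest of the others at 0.180, which argues against GC bias as all of it. Removing the length trend left 0.543 against 0.302 in the highest other library. Leaving out the 20 genes with the largest counts and all that are not protein-coding left 0.554 against 0.306. With the others thinned to the total of this library, the highest of them reached 0.311, which argues against depth. In 85.4% of the 3214 genes called without this library on values with the GC trend removed, it lay on the CTCF-dRBR side of the CTCF-WT mean, above the highest of 100 simulated unchanged libraries (72.1%). Judged from the 1000 genes in which CTCF-dRBR replicate 3 lay farthest from CTCF-WT, the share was 84.7%, against at most 69.4% in simulated libraries. The simulated libraries drew each gene independently, so they lack the variation that real libraries share across genes. These comparisons therefore cannot exclude a mislabelled CTCF-WT sample. A difference in handling or RNA quality that the labels do not give stays open, and no biological explanation was tested, since the libraries of a group share their condition.

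Without CTCF-dRBR replicate 1, 535 genes had an adjusted p under 0.05 by limma-voom (209 higher, 326 lower in CTCF-dRBR), and 500 of these had an unadjusted p under 0.05 with all 6 libraries. Of the 535, 386 were also called with the GC trend removed from all 6 libraries and 453 with DESeq2. With the GC trend removed, 3214 genes passed without this library, and 495 passed with the length trend removed. With all 5 libraries thinned to the smallest total, 521 passed. Without the 20 genes with the largest counts and those that are not protein-coding, with the rest filtered again, 741 passed. These values argue against GC content, length, depth and a few abundant genes as the whole cause. Of the 10 splits of the 5 libraries into 2 and 3, 1 gave as many genes, the real one. The split of CTCF-WT replicates 1 and 2 against the rest gave 379, and 10 splits cannot give a share under 0.1, so chance cannot be excluded. The log2 fold changes with all 6 libraries followed GC content across genes (Spearman's rho −0.677), less so without CTCF-dRBR replicate 1 (−0.475). An effect of losing the RBR on some of these genes and an unlabelled difference between the remaining libraries both stay open. These genes were found by leaving out a library that was seen to deviate.

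By camera at a preset correlation, 7 of 8 gene families defined by symbol passed an adjusted p under 0.05, of which 6 were lower and 1 higher in CTCF-dRBR. The lower families were histone genes (median log2 fold change −0.73, 62 of 65 genes lower), respiratory complex I subunits (−0.58, 31 of 36), proteasome subunits (−0.34, 36 of 47), mitochondrial ribosomal proteins (−0.22, 57 of 78), cytosolic ribosomal proteins (−0.14, 54 of 79) and small nucleolar RNAs (−0.76, 55 of 75). ZNF zinc finger genes were higher (0.19, 302 of 446). The directions were the same with library size only and with DESeq2's size factors. Without CTCF-dRBR replicate 1 the medians were −0.47 for histone genes, −0.35 for complex I subunits and 0.10 for ZNF genes, and all 3 families still passed. With an estimated correlation, mitochondrial ribosomal proteins (adjusted p 0.0323 from limma's camera) and proteasome subunits (0.0429) passed, and with fry these passed along with complex I subunits. The mitochondrially encoded genes did not pass (−0.24, adjusted p 0.232 from camera), but did without CTCF-dRBR replicate 1 (−0.70), where the small nucleolar RNAs no longer passed (−0.43). Without CTCF-dRBR replicate 3 both moved the other way, to −0.0016 for the mitochondrially encoded genes and −1.34 for the small nucleolar RNAs. With the GC trend removed, 6 of the 7 families with known GC content passed, which argues against GC content as the whole cause for the 5 lower ones, although the median of complex I subunits moved to −0.35. The ZNF genes also passed (adjusted p 0.0201), but their median fell to 0.063, so most of their shift went with the GC trend. With the length trend removed, 4 of these 7 families passed, which argues against length as the whole cause for mitochondrial ribosomal proteins, proteasome subunits, complex I subunits and ZNF genes. Cytosolic ribosomal proteins (−0.073, adjusted p 0.178) and small nucleolar RNAs (−0.54, adjusted p 0.105) no longer did, and for these 2 families length stays open. For histone genes both checks are void, since GC content and length were found for 49.2% of them. Of the 10 splits of the libraries, 1 gave as many families, but others gave 4 to 6, so camera at this correlation called at least 4 families in every split.

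The deposited TPM of *MYC* were higher in CTCF-dRBR, by 8.57 on average, and its normalized counts were lower. Protein-coding genes held 30.3%, 35.8% and 52.4% of TPM in CTCF-WT replicates 1, 2 and 3, and 63.2%, 54.5% and 43.5% in CTCF-dRBR replicates 1, 2 and 3. With TPM scaled over protein-coding genes alone, the difference was −20.8 TPM, which is consistent with the share taken by genes that are not protein-coding, small RNAs among them, as a candidate source of the reversal.

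Other genes named in advance were not called by limma-voom with all 6 libraries. With voomWithQualityWeights, *GAPDH* (log2 fold change −0.42) and the clone-named entry ENSG00000257411.1 (2.32, adjusted p 0.021) passed FDR < 0.05, the latter in the direction opposite to that of limma-voom. *GAPDH* had a log2 fold change of −0.70 (standard error 0.37, adjusted p 0.248 from limma-voom), which became −0.26 without CTCF-dRBR replicate 1, and its adjusted p over the alternatives was 0.00416 to 0.944. *RIPOR1*, listed under its older symbol *FAM65A*, had 5 to 14 counts per library and was not tested. Of the genes that Table S3 lists past FDR < 0.05 in the first assay, *UQCR11* (ENSG00000267059.2) had a log2 fold change of 0.07 (adjusted p 0.866 from limma-voom). It was −0.16 without CTCF-dRBR replicate 3, −0.05 without CTCF-WT replicate 1 and 0.86 with the GC trend removed. Also listed there, ENSG00000257411.1 had a log2 fold change of −1.24 (adjusted p 0.702 from limma-voom, with 0.021 to 0.973 over the alternatives). Without CTCF-dRBR replicate 1 it was 1.32. The entry *CLN3* with identifier ENSG00000261832.1 had 0 counts in all 6 libraries. Each of these entries overlaps another gene on the same strand, between which reads could be split: *MBD3* and a second *UQCR11* entry, *PA2G4*, and a second *CLN3* entry.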
